# Characterisation of an autochthonous mouse ccRCC model of immune checkpoint inhibitor therapy resistance

**DOI:** 10.1038/s41598-025-04917-1

**Published:** 2025-06-05

**Authors:** Asin Peighambari, Hsin Huang, Patrick Metzger, Mojca Adlesic, Kyra Zodel, Silvia Schäfer, Philipp Seidel, Lukas M. Braun, Jan Hülsdünker, Wolfgang Melchinger, Marie Follo, Manching Ku, Stefan Haug, Yong Li, Anna Köttgen, Christoph Schell, Dominik von Elverfeldt, Wilfried Reichardt, Robert Zeiser, Mathias Heikenwalder, Rouven Höfflin, Melanie Börries, Ian J. Frew

**Keywords:** Renal cell carcinoma, Cancer immunotherapy

## Abstract

Many metastatic clear cell renal cell carcinomas (ccRCC) are resistant to immune checkpoint inhibitor therapies, however the mechanisms underlying sensitivity or resistance remain incompletely characterised. We demonstrate that ccRCCs in the *Vhl/Trp53/Rb1* mutant mouse model are resistant to combined anti-PD-1/anti-CTLA-4 therapy alone and in combination with additional therapeutic agents that reflect current ccRCC clinical trials. However, in some animals in vivo checkpoint therapy allowed isolated splenic T cells to recognise cultured ccRCC cells from the same animal, implicating the tumour microenvironment in suppression of T cell activation. We identified putative immunosuppressive myeloid cell populations with features similar to myeloid cells in the microenvironment of human ccRCC. The expression patterns of immune checkpoint ligands in both the mouse model and in human ccRCC suggests that several checkpoint systems other than PD-1 and CTLA-4 are likely to represent the dominant T cell suppressive forces in ccRCC. Our findings characterise an autochthonous mouse ccRCC model of immune checkpoint inhibitor therapy resistance and pave the way for a systematic functional dissection of the identified potential molecular barriers to effective immune therapy of ccRCC.

## Introduction

Kidney cancers represent approximately 2–3% of all human cancers and ccRCC accounts for roughly 70% of all renal malignancies^1^. The use of immune checkpoint therapies for metastatic ccRCC has revolutionised the standard of care of this disease and improved patient outcomes. There are now four approved immune checkpoint combinations based on combined nivolumab (anti-PD-1) + ipilimumab (anti-CTLA-4) therapy or combinations of different multi-tyrosine kinase inhibitors (axitinib, cabozantinib, lenvatinib) together with anti-PD-1 or anti-PD-L1 therapeutic antibodies (reviewed in^2^). While these therapeutic options have greatly improved response rates and have resulted in impressive long term responses and even cures in some patients, the majority of patients sooner or later develop resistance to the therapies and for these patients the disease remains incurable. For example, a long-term follow up of the CHECKMATE-214 study showed that nivolumab + ipilimumab achieved a superior 5 year survival rate of 43% compared to 31% in the sunitinib therapy group in patients that were initially stratified as having an intermediate to poor risk^3^. The fact that the majority of metastatic ccRCCs show some objective responses to the different types of combination immunotherapies demonstrates that at least some form of anti-tumour immune response is activated in larger numbers of patients. It will be important to better understand the factors that govern whether a patient responds to these therapeutic approaches or not, as well as to identify the factors that act to limit or prevent full curative anti-tumour immunity.

Responses to PD-1 immune checkpoint blockade in most solid tumour types correlate with high mutational burden and neoantigen load. However, in ccRCC the total number of non-synonymous mutations, neoantigens, frame shift mutations and degree of CD8^+^ T cell infiltration do not correlate with response to anti-PD-1 therapy^4,5^. Loss of function mutations of *PBRM1* and loss of chromosome 10q23.31 correlate with good responses to anti-PD-1 therapy but neither have large effect sizes, and these associations have not been observed in all studies^4–9^, indicating that the individual genetics of each patient’s ccRCC tumour does not play a dominant role in determining the likelihood of response to currently-available immune checkpoint therapy. Other cell types in the immune microenvironment of ccRCCs may potentially act to suppress T cell activation and influence checkpoint therapy responses. The blood of human ccRCC patients exhibits increased numbers of monocyte myeloid-derived suppressor cells (M-MDSC) and polymorphonuclear myeloid-derived suppressor cells (PMN-MDSC)^10^. In human ccRCC tumours mass cytometry^11^ and RNA analyses^12^ defined immunosuppressive populations of TAM whose abundance correlated with poor patient outcome. Single-cell RNA-sequencing dissection of human ccRCC tumours revealed that a population of tumour-associated macrophages (TAM) that express *TREM2*, *APOE* and *C1Q* genes is associated with recurrence after surgery^13^ and that a similar population of TAM2-like cells is enriched in late stage and metastatic tumours versus early stage tumours^14^, implicating TAMs in processes associated with aggressive ccRCC disease. TAM populations have also been implicated in determining sensitivity and resistance to immune checkpoint therapy in ccRCC^15,16^ and an interaction network between inflammatory macrophages, exhausted CD8 + T cells and presentation of tumour neoantigens has been shown to be predictive of response to immune checkpoint blockade^17^. Co-culture experiments of TAM isolated from human ccRCC tumours confirmed their immunosuppressive activity towards T cells^12^ and co-culture experiments of a human ccRCC cell line with normal peripheral blood monocytes induced the formation of an M-MDSC-like phenotype that was able to suppress T cell proliferation^18^. These findings support the concept that the accumulation of various myeloid-lineage cells in the microenvironment of human ccRCCs might act to inhibit effective T cell-mediated anti-tumour immune responses.

Mechanistic understanding of the ccRCC tumour microenvironment and the factors that influence responses to checkpoint blockade has been limited by the lack of syngeneic and genetically engineered mouse models of this disease. We recently created an autochthonous mouse model of ccRCC^19^ based on the inducible renal epithelial cell-specific (*Ksp1.3-CreER*^*T2*^) deletion of *Vhl, Trp53* and *Rb1* to model genetic disruption of *VHL* together with genetic alterations in the cell cycle network that arise in human ccRCC tumours^19^. Tumours in this immunocompetent model evolved over the course of 25–61 weeks following gene deletion in adult kidneys and exhibited histological, immunohistochemical, transcriptional, proteomic and mutational similarities to human ccRCC^19,20^. ccRCC in this model also showed differing patterns of sensitivity to everolimus and sunitinib^19^, at least partly mimicking the variable responses seen in human ccRCC patients treated with these agents. The most common classes of single nucleotide variations observed in ccRCCs in the mouse model are the same three most commonly arising mutations in human ccRCC, namely C>A/G>T transversions, C>T/G>A transitions and A>G/T>C transitions. ccRCCs in the mouse model exhibit on average 161 non synonymous variations compared to an average of 51 non synonymous variations in human ccRCC^19^, meaning that the model does not oversimplify the genetics of the human tumours in the sense of likely expression of neoantigens, an important factor when studying the anti-tumour immune response. We previously characterised the tumour immune microenvironment in this model by bioinformatic deconvolution of bulk RNA-sequencing combined with quantitative immunohistochemistry, identifying a strong infiltration by myeloid lineage cells, similar to the tumour immune microenvironment of human ccRCC^20^. We also demonstrated using immunohistochemistry that the density of intratumoural CD4 and CD8 T cells in the mouse model was similar to the density in human ccRCC^20^. We further showed that T cell infiltration and activation were affected by the HIF-1α and HIF-2α status of the mouse tumours and that a similar relationship exists in human ccRCC^20^. Thus, the immune microenvironment of the *Vhl/Trp53/Rb1* mutant mouse ccRCC model exhibits many similarities with human ccRCC. In the current study we investigate responses of the *Vhl/Trp53/Rb1* model to immune checkpoint therapy and compare immunosuppressive molecular features of the model to human ccRCC.

## Results

### *Vhl/Trp53/Rb1* mutant ccRCC tumours are resistant to immune checkpoint inhibition therapy

To model immune checkpoint inhibition therapy of human ccRCC we used an autochthonous mouse model of ccRCC based on tamoxifen-induced gene deletion in *Ksp1.3-CreER*^*T2*^*; Vhl*^*fl/fl*^*; Trp53*^*fl/fl*^*, Rb1*^*fl/fl*^ mice^19^ (hereafter abbreviated as VpR) to test the effects of treatment with isotype control antibodies (hereafter ICI ctrl) or combined anti-PD-1 plus anti-CTLA-4 antibodies (immune checkpoint inhibition, hereafter ICI) (Fig. 1a). Mice were imaged using ultrasound on a monthly basis beginning 5 months after feeding with tamoxifen-containing food to detect tumour onset in each individual animal. Subsequently, magnetic resonance imaging (MRI) was conducted on a weekly basis to monitor tumour progression during therapy. Figure 1b shows an example of tumour development over a 14 week period. We used a combination of anti-PD-1 and anti-CTLA-4 antibody clones and dosing schedule that has previously been shown to be therapeutically efficacious in combination with other agents in a mouse model of prostate cancer^21^. Visual inspection of tumour growth curves (Fig. 1c,d) revealed that ICI therapy did not induce tumour regression nor a slowing in growth. We previously demonstrated that untreated VpR tumours exhibit an exponential growth rate^20^ using the exponential linear regression formula e^αt^ where α describes the coefficient of growth, and t represents time in days after therapy induction, allowing quantification of exponential growth (α) for each tumour (Fig. 1j). This quantitative analysis revealed that ICI therapy was therapeutically ineffective in this model. In a subsequent round of treatment experiments we therefore investigated whether addition of other therapeutic agents might induce a response to ICI therapy. We treated cohorts of mice with ICI in combination with either:

**Fig. 1:**
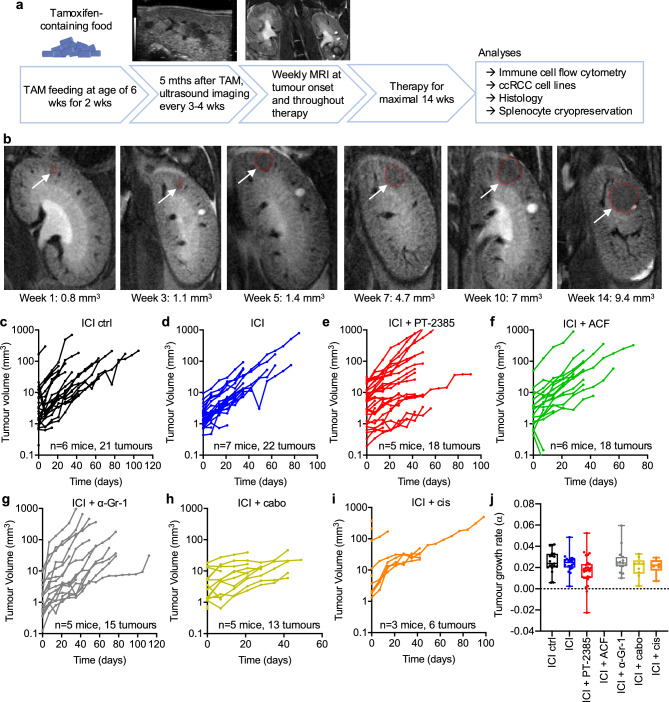
Immune checkpoint therapy for VpR ccRCC tumours. (**a**) Overview of the experimental protocol for generating and monitoring ccRCC tumours before and during therapy. (**b**) Example of an MRI imaging series of an animal treated with anti-PD-1 + anti-CTLA-4 showing tumour development over a period of 14 weeks and associated tumour volumes. Arrows and red circles highlight the tumour in each image. (**c**–**i**) Tumour volume growth curves during treatment with the indicated therapies. ICI: anti-PD-1 + anti-CTLA-4, ICI ctrl: isotype control antibodies, ACF: acriflavine, cabo: cabozantanib, cis: cisplatin. (**j**) Tumour growth rates expressed as the exponential growth co-efficient a where tumour growth is defined by the function e^αt^. Brown-Forsythe and Welch’s ANOVA tests revealed no significant differences in growth rates between any groups.

(i) the HIF-2α specific inhibitor PT-2385 (ICI + PT-2385) (Fig. 1e), analogous to the NCT05239728 ccRCC clinical trial testing the combination of pembrolizumab (anti-PD-L1) and belzutifan (HIF-2α inhibitor),
(ii) the dual HIF-1α / HIF-2α inhibitor acriflavine (ICI + ACF) (Fig. 1f),
(iii) anti-Gr-1 antibodies (Fig. 1g) in an unsuccessful attempt to deplete Ly-6C- and Ly-6G-expressing myeloid cells in the tumours (see below),
(iv) the multi-tyrosine kinase inhibitor cabozantinib (ICI + cabo) (Fig. 1h), reflecting the therapeutic combination of the COSMIC-313 ccRCC trial (NCT03937219) or,
(v) the chemotherapeutic drug cisplatin (ICI + cis) (Fig. 1i) to test the effects of potentially immunogenic chemotherapy.

The combination of ICI + cabo was associated with toxic side effects, with 3 of 5 mice having to be sacrificed early due to weight loss, potentially consistent with the higher frequency of grade 3 and 4 adverse effects caused by this triple therapy combination in the COSMIC-313 trial^22^. None of the tested combination therapies altered tumour growth rates (Fig. 1j). The absence of therapeutic responses suggested that the VpR ccRCC model might represent a good system to study the mechanisms underlying intrinsic or acquired anti-PD-1 plus anti-CTLA-4 checkpoint therapy resistance that is a frequent feature of human ccRCC.

### Immune checkpoint therapy does not promote an anti-tumour immune microenvironment

We next investigated whether the therapies might have altered the immune microenvironment without leading to a therapeutic response. Flow cytometry revealed that ICI therapy or ICI in combination with other agents did not alter the frequencies of intratumoural CD8^+^ effector T cells (Fig. 2a), CD4^+^ helper T cells (Fig. 2b), FoxP3^+^ regulatory T cells (Fig. 2c), PD-1^+^ cells (Fig. 2d), B220^+^ B cells (Fig. 2e), CD11b^+^Ly-6G^+^ granulocytes/putative PMN-MDSCs (Fig. 2f), CD11b^+^Ly-6C^+^ monocytes/putative M-MDSCs (Fig. 2g), CD68^+^ monocytes or macrophages (Fig. 2h), F4/80^+^ differentiated macrophages (Fig. 2i) or CD115^+^ monocytes (Fig. 2j). The single exception was a small reduction of CD68^+^ cells in ICI + cis treated tumours (Fig. 2h). The frequency of cells expressing the checkpoint ligand PD-L1 were very low under all therapeutic combinations (Fig. 2k), consistent with this tumour model not exhibiting a strong PD-L1/PD-1 mediated suppression of T cell activation. Finally, ICI + anti-Gr-1 treatment did not decrease the frequencies of CD11b^+^Ly-6G^+^ or CD11b^+^Ly-6C^+^ expressing cells in tumours (Fig. 2f,g), non-tumoural kidney, spleen, bone marrow and blood (data not shown), revealing that the attempted depletion of these myeloid cells was not successful, likely due to the rapid adaptation of myelopoiesis and the possible formation of neutralising antibodies against the foreign immunodepleting antibody in this immune competent model after long term and repeated administration of the anti-Gr-1 antibody.

**Fig. 2:**
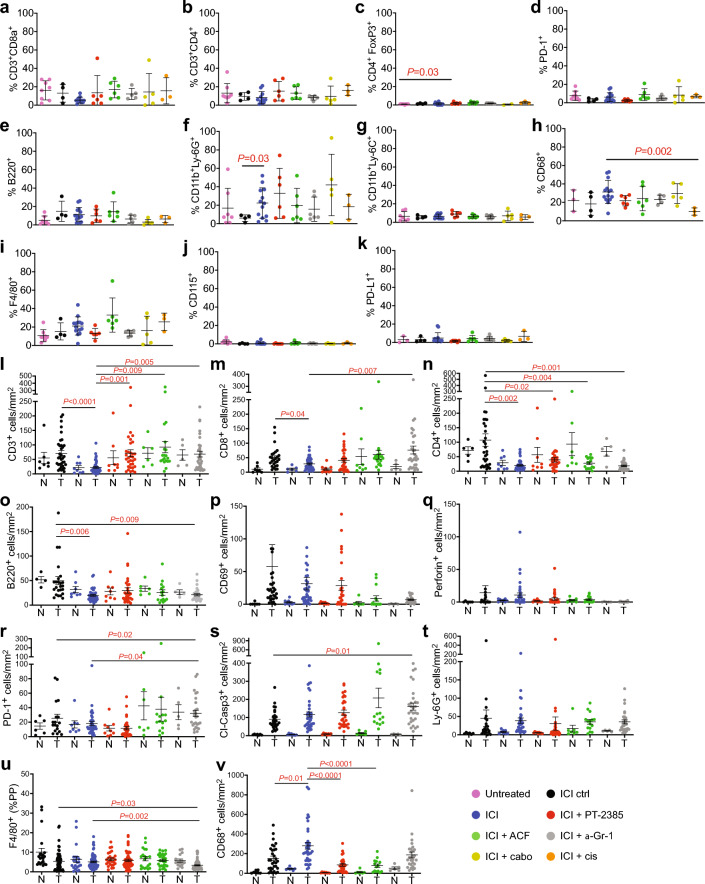
Characterisation of the effects of therapies on the tumour microenvironment. (**a**–**k**) Flow cytometry analyses of cell positive for the indicated markers in the tumour immune microenvironment expressed as percentage of tumour infiltrating CD45^+^ cells in each of the indicated therapy groups. Statistically significant differences between groups were determined using Welch’s ANOVA test followed by Dunnett’s T3 multiple comparisons test. (**l**–**v**) Immunohistochemical analyses of the tumour immune microenvironment. Densities of cells/mm^2^ that express the indicated markers in each of the therapy groups are shown. F4/80 positivity was quantified using percentage positive pixels (%PP). N: adjacent normal tissue, T: ccRCC tumour tissue. Statistical differences between groups were determined using Welch’s ANOVA test followed by Dunnett’s T3 multiple comparisons test.

While not reaching statistical significance in the sample sizes available, we noted that the ICI treated mice showed a tendency to exhibit a decreased frequency of CD8 + T cells in the tumour immune microenvironment. Since the flow cytometry analyses were limited by the number of tumours in each cohort that had a size that was sufficient to allow isolation of intratumoural immune cells, we next used immunohistochemistry of tumour-bearing kidneys to study the immune microenvironment in a larger number of tumours of different sizes from several different therapeutic cohorts. Adjacent normal tissue was also analysed. ICI reduced the density of intratumoural CD3^+^ T cells (Fig. 2l), CD8^+^ effector T cells (Fig. 2m), CD4^+^ helper T cells (Fig. 2n) and B220^+^ B cells (Fig. 2o) compared to control antibody treatment. Interestingly, the co-administration of either of the HIF-α inhibitors PT-2385 or ACF blocked the effects of ICI treatment on the abundance of these cell types. ICI therapy did not affect the density of CD69^+^ activated lymphocytes (Fig. 2p), Perforin^+^ activated CD8^+^ T cells (Fig. 2q), PD-1^+^ cells (Fig. 2r) or number of cells staining positively for an antibody specific to cleaved-Caspase 3 to assess the extent of potential immune-mediated apoptosis of tumour cells (Fig. 2s). The densities of Ly-6G^+^ granulocytes (Fig. 2t) and F4/80^+^ differentiated macrophages (Fig. 2u) were unaffected by ICI. In contrast, ICI increased the density of intratumoural CD68^+^ monocytes/macrophages and this increase was also blocked by co-administration of PT-2385 or ACF (Fig. 2v).

Collectively, these findings demonstrate, contrary to the goal of the intervention, that ICI therapy reduces the number of T cells infiltrating ccRCC tumours and highlight that in comparison to normal kidney tissue that ccRCCs are highly infiltrated by different types of myeloid lineage cells, with ICI inducing a moderate increase in CD68^+^ myeloid lineage cells.

### Systemic immune checkpoint therapy enhances T cell recognition of ccRCC cells

From some treated animals we were able to generate ccRCC cell lines and frozen splenocyte suspensions, representing a small biobank of matched samples. We conducted ex vivo syngeneic T cell/tumour cell mixing experiments designed to determine whether T cells from the spleen have the ability to recognise the tumour cells and whether this is altered by ICI therapy. We reasoned that removing the tumour cells and T cells from the context of a putative myeloid cell-mediated immunosuppressive microenvironment might reveal systemic T cell activation that was not observed in the tumour microenvironment. Since these experiments were limited by the number of mice that had a) sufficiently large tumours to allow sampling for the generation of cell lines and the above-described flow cytometry and immunohistochemical assays and b) those tumours that successfully generated cell lines, we analysed the samples in two groups: 1) Control: mice that were untreated (n = 3) plus mice that were treated with control antibodies (n = 3) and 2) ICI treated: mice that were treated with ICI only (n = 1) or with ICI plus ACF (n = 1), cabo (n = 1), cis (n = 2) or anti-Gr-1 (n = 4). Thawed splenocytes were either not activated or activated with α-CD3/α-CD28 beads as a positive control to establish that the frozen T cells were viable, and cultured alone or co-cultured with the ccRCC cell line derived from the same animal (Fig. 3a). After 3 days, CD4^+^ and CD8^+^ T cells were analysed by flow cytometry to determine their activation state by staining for IFN-γ, GZMB and PD-1. Representative examples of the flow cytometry histograms (Fig. 3b) illustrate that in some of the ICI-treated animals but not in any of the control animals, CD4^+^ and CD8^+^ T cells displayed activation upon exposure to ccRCC cell lines to an extent that is similar to activation observed with α-CD3/α-CD28 beads in the absence of co-culture. CD4^+^ T cells from ICI treated animals showed an increase in IFN-γ and GZMB expression and a non-significant trend towards increased PD-1 expression when co-cultured with ccRCC cells (Fig. 3c). CD8^+^ T cells from ICI treated animals showed an increase in GZMB and PD-1 expression and a non-significant trend towards increased IFN-γ expression when co-cultured with ccRCC cells (Fig. 3d). While the technical limitations of the experiment which led to the pooling of mice with different combination ICI treatments into the same cohort prevent definitive conclusions, these findings provide evidence that anti-PD-1 plus anti-CTLA-4 therapy can enhance T-cell recognition of tumour cells, at least in some animals, evidenced by the increased presence of tumour-reactive T cells in the spleen. We therefore hypothesised that the absence of increased intratumoural T cell numbers or activation in ICI-treated animals suggests that the microenvironment of the ccRCC tumours suppresses local T cell activation and effective anti-tumour immunity.

**Fig. 3:**
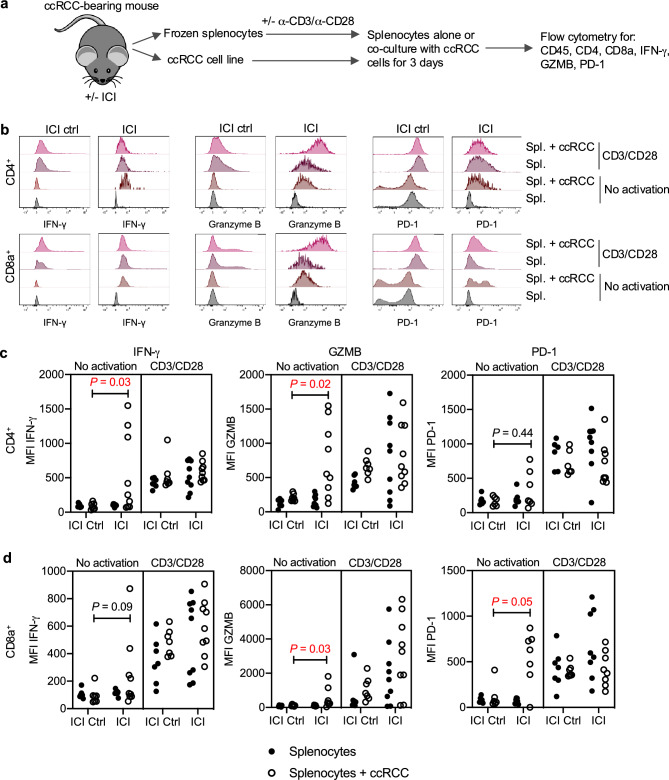
Evidence for recognition of ccRCC tumour cells by peripheral T cells induced by immune checkpoint therapy. (**a**) Overview of the experimental workflow. (**b**) Representative flow cytometry histograms of CD4^+^ and CD8^+^ T cells from an ICI ctrl mouse or an ICI treated mouse, with or without activation by α-CD3/α-CD28 beads and with or without co-culture with ccRCC cells from the same mouse. (**c**,**d**) Summary of the results of the assay for all splenocyte-ccRCC cell line pairs for CD4 ^+^ (**c**) and CD8a ^+^ (**d**) T cells. Each dot represents T cells from an individual animal and shows the median fluorescence intensity (MFI) of the indicated antibody staining. Statistical differences between groups were determined using the non-parametric Mann–Whitney test.

### Single cell dissection of the mouse ccRCC tumour microenvironment

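Droplet-based 3' libraries, in which molecules are counted by unique molecular identifiers (UMIs), were analysed from 1 normal renal cortex of a Cre-negative mouse and from 3 VpR ccRCC tumours, in whose renal epithelium Vhl, Trp53 and Rb1 had been deleted. The library labelled normal kidney is that of mouse 550, 1 tumour library is of mouse 538, and tumour libraries 102R and 102L are both of mouse 102. Leukocytes, sorted by the antigen CD45, and other cells had been mixed before loading, so the mixture of immune and other cells was set by the sort and proportions are given within immune cells. The authors made the counts with Cell Ranger 4.0.0 on the mm10 mouse genome and kept the barcodes called as cells. Total UMIs were 31005798 in 550, 23747214 in 538, 33560151 in 102R and 46004951 in 102L. Cells with at least 200 genes and under 25% mitochondrial counts were kept, which left 4856, 5007, 4700 and 6224 cells with medians of 4619.5, 3643, 3746.5 and 3831 UMIs. Values were scaled to 10000 counts per cell, reduced to 50 principal components, corrected over libraries with harmony and clustered by the Louvain algorithm at a resolution of 0.8, which the paper's text does not name. The sctransform step was not repeated, and free RNA in the droplets was not removed. Cell classes were named from marker genes fixed before the data were examined, with naming thresholds set after the clusters had been seen. Expression was compared on counts summed per library and class with edgeR, since cells of 1 library are not replicates, and with only 1 normal library that library was assumed to vary like the tumours. Where 538 is left out, both tumours come from 1 mouse, so the spread between them holds no difference between animals. Fig. 4f–i sets 538 apart and groups 550 with 102R and 102L, against the sample labels. Shares and many gene levels are therefore given per library. The labels define the main comparison, and the comparison under the assignment of Fig. 4f–i is given beside it. Levels printed as a mean ± SD are over the 3 tumours by the labels, with 538 among them and 102R and 102L taken as separate. These means were not repeated under the assignment of Fig. 4f–i.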

We next defined the cellular composition and molecular features of tumour cells and immune cells in the tumour microenvironment through single cell RNA-sequencing (scRNA-seq) analyses of three mouse ccRCC tumours derived from two untreated tumour-bearing animals. A renal cortex sample from an age-matched, Cre-negative animal served as a reference allowing assignment of cell cluster identities. Since flow cytometry revealed that immune cells typically represent < 10% of cells in cellular digests of mouse ccRCC tumours we used flow cytometric cell sorting to enrich immune cells from normal and ccRCC samples in the final sequenced population. After digestion of tissue samples, CD45.1^+^ immune cells were mixed in the ratio of 3:1 with CD45.1^-^ cells for preparation of single cell libraries and sequencing. 

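Before any filter the library labelled normal kidney held 5151 barcodes with a median of 1713 genes. The tumour libraries held 5347 barcodes with a median of 1431 genes in 538, 5300 with 1280 in 102R and 7832 with 1127 in 102L. The filters on genes and mitochondrial counts had not been applied to these barcodes: 183, 266, 197 and 266 of them had under 200 genes. Mitochondrial counts of at least 25% were found in 3.07% of the barcodes of 550, 1.76% of 538, 10.6% of 102R and 20.2% of 102L.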

A total of 5151 cells with a median of 1713 identified genes per cell were analysed in the normal kidney sample and 5347 (median 1431 genes per cell), 5300 (median 1280 genes per cell) and 7823 (median 1127 genes per cell) cells were analysed in the three tumour samples, respectively. scRNA-seq datasets were pre-processed with scTransform, integrated and batch corrected using harmony. UMAP projection identified 18 clusters (clusters 0–17) (Fig. 4a and Supplementary Fig. 1a). 

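The kept cells fell into 28 clusters, of which the largest held 2647 cells led by Lyz2, Plac8, Chil3, Fn1 and F13a1 and was named mono-macrophage. A pair of neutrophil clusters was led by Cxcl2 and Il1b in one and by Retnlg, S100a8 and S100a9 in the other. T cells separated into CD4 T cells, CD8 T cells led by Ccl5, Cd8b1 and Cd8a, regulatory T (Treg) cells with Foxp3 and Ctla4, and cycling T cells with Mki67 and Top2a. Macrophages were led by C1qa, C1qb, C1qc and Apoe, conventional dendritic cells by Cd209a or Xcr1 with MHC class II genes, and patrolling monocytes by Ear2 and Ace. Epithelial cells were led by Apoc3 and by Kap, a gene of the proximal tubule, and endothelial cells by Plvap, Flt1 and Kdr. The number of clusters was 23 at a resolution of 0.4, 40 at 1.6 and 32 without harmony.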

We combined cluster-specific differential gene expression analyses with cellular lineage markers that were identified in previous scRNA-seq studies of resident renal cells^23,24^, our previous bulk RNA-seq studies of the mouse ccRCC model^19,20^, and well-established marker genes to annotate clusters (Fig. 4a, Supplementary Fig. 1b, Supplementary Fig. 2). Four clusters (5, 8, 10, 14) were excluded from further analyses based on high mitochondrial gene content, likely reflecting dying cells or cells that were damaged during the steps of processing for scRNA-seq. 

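One cluster had at least 3 mitochondrial genes among the 10 genes with the largest fold and was left out of the immune classes. It held 5.99% of the kept cells of 550, 13.9% of 538, 1.94% of 102R and 3.73% of 102L, and its leading genes also included the haemoglobin genes Hbb-bs and Hba-a1. Clusters that met no naming rule, among them cells led by interferon response genes such as Iigp1 and Cxcl10, held 5.83%, 2.28%, 5.51% and 7.05% of the cells in the same order. The count added to each mean before a fold, 1 in 10000, and the naming thresholds were set after the clusters had been seen.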

Cluster identities were confirmed with multiple marker genes for each cluster.

**Fig. 4:**
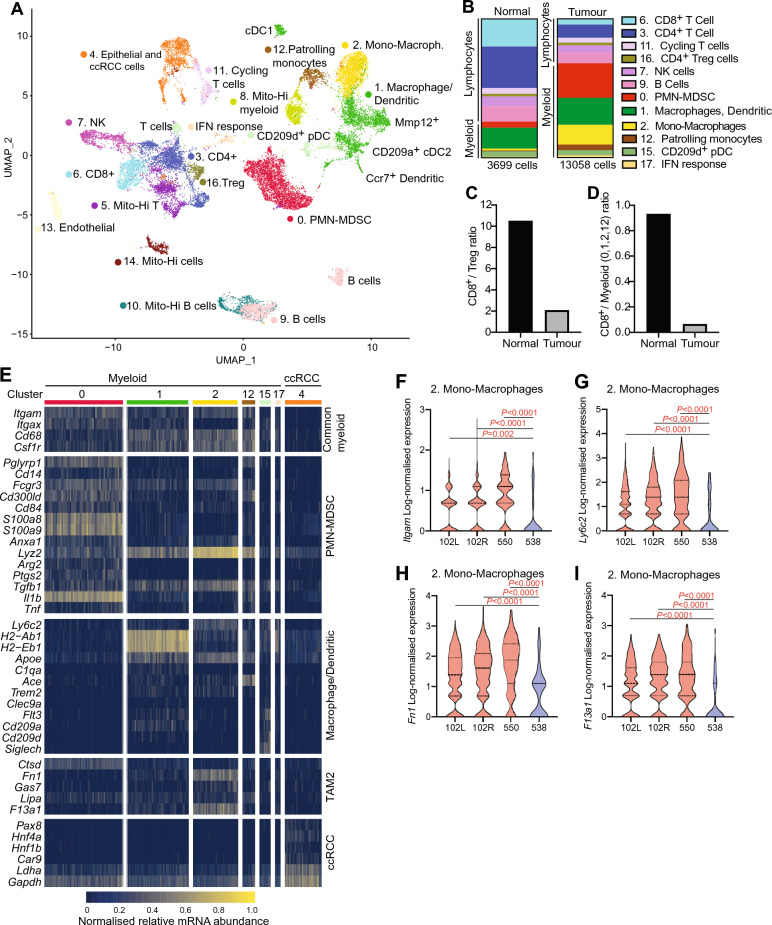
Single cell RNA-seq dissection of the immune microenvironment of VpR ccRCC tumours. (**a**) UMAP plot with identified cellular clusters. (**b**) Abundance of different immune cell types in normal and tumour samples. (**c**) Ratio of CD8^+^ T cells to regulatory T cells in normal and tumour samples. (**d**) Ratio of myeloid cells to CD8^+^ T cells in normal and tumour samples. (**e**) Single cell heatmap of gene expression in the indicated clusters of myeloid lineages and ccRCC cells pooled from three mouse ccRCCs. Each column represents a single cell. (**f**–**i**) Violin plots of abundance of the indicated mRNAs in cells of the indicated clusters. *P* values were calculated using Kruskal-Wallace non-parametric one-way ANOVA with Dunn’s multiple comparisons test.

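Epithelial clusters held 73 cells of 550, 110 of 538, 546 of 102R and 606 of 102L, of which 5, 17, 341 and 427 had UMIs of at least 2 epithelial markers. In those cells the transcription factor gene Hnf4a was at 263 CPM (counts scaled to the class sum of the library) in 102R and 241 in 102L and Pax8 at 150.1 and 159.8. Gpx3, a secreted glutathione peroxidase of the proximal tubule, was at 1098 and 1036 CPM in these tumours of mouse 102 and at 5568 in 538. Slc34a1, the sodium-phosphate cotransporter of the proximal tubule brush border, was at 2251 CPM in 538, 25.5 in 102R and 22.4 in 102L. The keratin gene Krt8 was at 518 CPM in 102R, 518 in 102L and 237 in 538. Epithelial clusters had medians of 645, 600.5, 1995.5 and 2469 UMIs in 550, 538, 102R and 102L. Among CD4 T cells, at 6792, 4830, 4906 and 3290.5 UMIs, 1 cell of 102L and none of the others had at least 2 epithelial markers. The 5 cells of 550 hold 5109 UMIs, and a count of 0 there allows a level of up to 587 CPM.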

ccRCC cells clustered together with normal renal epithelial cells in cluster 4 and expressed proximal tubule markers such as *Hnf1b, Hnf4a, Pax8, Gpx3, Krt8, Slc34a1*. This likely reflects the strong overalp in transcriptional programmes between mouse and human ccRCC cells and their normal proximal tubule counterparts^19^. Nonetheless, differential gene expression analyses clearly segregated the normal and ccRCC populations (Supplementary Fig. 1c). 

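In the epithelial clusters none of 18 measured genes of proximal tubule transport and metabolism passed between tumours and normal kidney over all genes (5 when adjusted over the list alone). Their median log2 fold change was 3.22, and 17 were above 0. Kap, an androgen-regulated gene of the proximal tubule, was at 1875 CPM in 550, 6633 in 538, 1475 in 102R and 6048 in 102L. Of the 6 proximal tubule markers named in the paper, none passed over all genes and 4 passed when adjusted over the list alone. Across all 10830 genes edgeR called 0 genes, with 1390 at an unadjusted p under 0.05, and DESeq2 called 30, of which 23 were higher in tumours. edgeR called 0 with the size factors of DESeq2, 8 (0 higher, 8 lower) with no filter on low counts, 18 (6 higher, 12 lower) without 102R and 6 (0 higher, 6 lower) without 102L. With 102R and 102L, which are fitted as separate libraries, combined into 1 animal, edgeR called 34 of 4211 genes, 17 higher and 17 lower. Against 538 as the normal kidney edgeR called 0 genes (731 unadjusted), and the median of the transport and metabolism genes was -2.19 (9 of 18 when adjusted over the list alone), while none of the 6 markers passed (1 over the list alone). Without 538, 839 genes were called, 481 higher and 358 lower in the tumours of mouse 102, among them 6 transport and metabolism genes that were higher. There 7 of 12 genes of dissociation stress and 3 of 3 haemoglobin genes were lower. Of the epithelial cells of 550, 64 of 73 had no UMI of any epithelial marker.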

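Summed over a list of HIF targets, transcripts made up 21190.1 CPM in 102R and 24946 in 102L, against 7252 in 538 and 7829 in 550, in cells with at least 2 epithelial markers. The glycolytic genes Gapdh, Tpi1 and Ldha were the listed targets of highest mean level in the epithelial clusters. Ldha, which encodes lactate dehydrogenase A, was at 672 CPM in 550, 502 in 538, 2059 in 102R and 2481 in 102L. Tpi1, which encodes triosephosphate isomerase, was at 349.9 CPM in 550, 590.4 in 538, 2474 in 102R and 2833 in 102L. Ndrg1, next in level, was at 154 CPM in 550, 1275 in 538, 1806 in 102R and 2362 in 102L. In the cells with at least 2 markers it was at 2317 CPM in 538 against 1882 in 102R and 2362 in 102L. Car9, which encodes carbonic anhydrase IX, was at 0 CPM in 550, 25.1 in 538, 102 in 102R and 182 in 102L, which in 538 rests on 4 counts. Over the epithelial clusters, 23 of 24 measured HIF targets had a positive log2 fold change of tumours over normal kidney, with a median of 2.31, but none passed in edgeR over all genes (1 when adjusted over the list alone). Against 538 as the normal kidney the median was 1.75 and none passed, also over the list alone. Without 538, 14 of 24 were higher in the tumours of mouse 102 and none was lower (20 when adjusted over the list alone), Tpi1 with a log2 fold change of 3.08 (standard error 0.28, adjusted p = 0.00115 from edgeR). In that comparison 64 of 73 cells of 550 had no epithelial marker, and genes of other cells were lower, the mast cell gene Cma1 at 672 CPM in 550, 0 in 102R and 1.22 in 102L and the neutrophil granule gene Ngp at 462 CPM in 550, 0.561 in 102R and 0.811 in 102L. There 7 of 12 genes of dissociation stress and 3 of 3 haemoglobin genes were lower.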

Several HIF-1α target genes (Supplementary Fig. 1d-i) that we had previously identified in the mouse ccRCC model^19,20^ were upregulated in ccRCC cells, confirming that the tumour cells display the characteristic HIF-α-mediated gene expression signature of mouse and human ccRCC.

We next compared the relative frequency of each separate immune cell cluster within the overall immune cell compartment, defined as all *Ptprc* (encoding CD45)-expressing clusters (Fig. 4b), between normal and tumour samples. 

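The immune compartment held 4187 cells of 550, 3742 of 538, 3750 of 102R and 4842 of 102L in named classes. CD4 T cells numbered 869, 1121, 146 and 250 in this order, and B cells 457, 373, 185 and 223. NK cells numbered 209, 243, 130 and 207, plasma cells 121, 147, 42 and 114, and plasmacytoid dendritic cells 50, 55, 52 and 81. Intervals of shares are exact binomial and cover counting error only. With 1 normal library among 4, the smallest p that an exact permutation test of the libraries can give is 0.25, and it takes 102R and 102L as separate although both are of 1 mouse.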

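Mono-macrophages made up 21.3% (95% interval 20.0 to 22.6) of immune cells in 102R and 26.4% (25.1 to 27.6) in 102L, against 7.64% (6.86 to 8.49) in the library labelled normal kidney and 6.73% (5.95 to 7.58) in tumour 538. Macrophages and dendritic cells together made up 20.4% and 23.4% in 102R and 102L, 10.2% in 550 and 9.94% in 538. Neutrophils, the class of the PMN-MDSC-like cells, made up 34.9% (33.4 to 36.5) in 102R, 20.1% (19.0 to 21.3) in 102L, 19.9% (18.7 to 21.2) in 550 and 2.57% (2.08 to 3.12) in 538. Patrolling monocytes made up 4.99%, 5.20%, 2.63% and 0.615% in the same order. By the labels, the mean of the tumours minus the normal kidney was 10.5 percentage points for mono-macrophages (exact permutation test, two-sided, p = 0.75) and -0.745 for neutrophils (p = 1 from the same exact test), where the SD of the 3 tumours was 16.2. The mono-macrophage difference was 6.36 points without 102L, 16.2 without 538 and 11.7 with 538 in the place of the normal kidney. The neutrophil difference turned to 22.4 points with 538 in the place of the normal kidney and to 7.57 without 538. It was -8.61 without 102R, -5.37 with 102R and 102L combined and 0.0338 without harmony. That of patrolling monocytes turned from 0.975 to -6.06 without harmony, was 0.173 without 102L and 2.47 without 538, and was 3.66 with 538 in the place of the normal kidney.

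**Figure D1:**
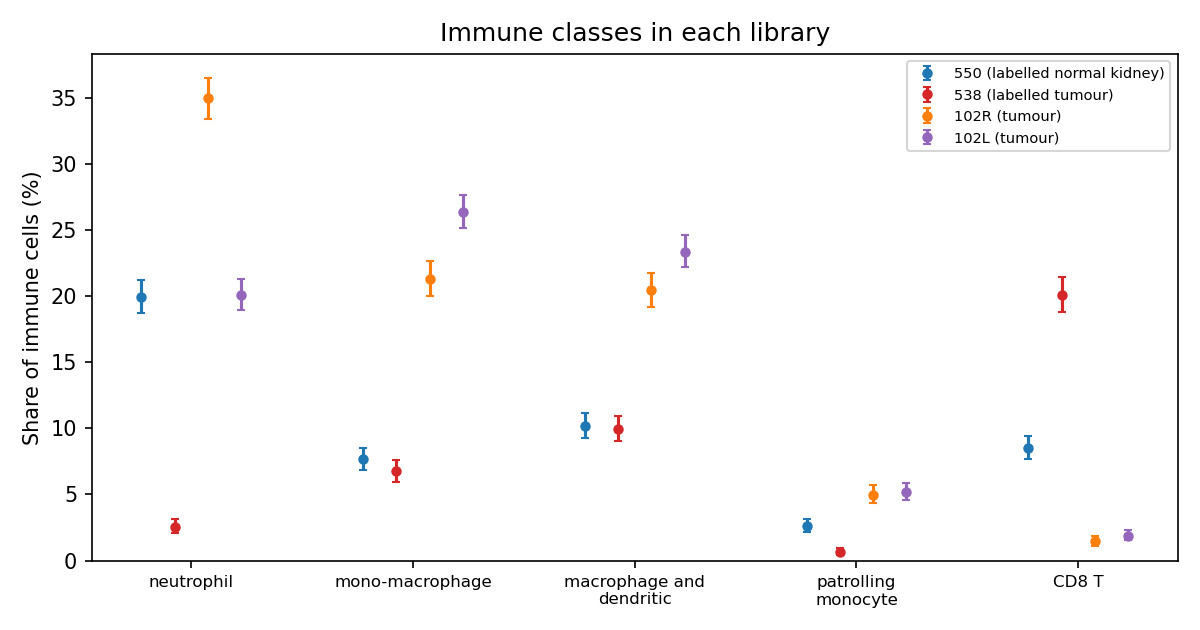
Share of immune cells (percent, vertical axis) in 5 classes for each of the 4 libraries; points are the shares and bars their exact binomial 95% intervals, which cover counting error only. The mono-macrophage points of 102R and 102L, at 21.3% and 26.4%, lie above those of 550 and 538, and the neutrophil point of 538 is the lowest at 2.57%.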

The tumour immune microenvironment displays a shift in the proportion of lymphocyte and myeloid cells compared to the normal kidney, with a strong relative enrichment of the proportion of myeloid cells from cluster 0 (PMN-MDSC), cluster 1 (macrophages and dendritic cells), cluster 2 (Monocyte-derived macrophages) and cluster 12 (patrolling macrophages). The relative proportions of the different cell types are also suggestive of an immunosuppressive tumour microenvironment. 

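CD8 T cells outnumbered Treg cells, which restrain T cell responses, in each library. The library labelled normal kidney held 357 CD8 T cells and 183 Treg cells, a ratio of 1.95 (95% interval 1.63 to 2.34). The ratio was 5.65 (4.70 to 6.85) in tumour 538, 2.25 (1.37 to 3.81) in 102R, with 24 Treg cells, and 1.72 (1.21 to 2.46) in 102L. The pooled tumours gave 4.27 CD8 T cells per Treg by the labels and 1.93 with 550 among the tumours and 538 as the normal kidney. The mean of the tumours minus the normal kidney was 1.26 by the labels (exact permutation test, two-sided, p = 0.75) and -3.68 under the other assignment (p = 0.25 from the same exact test). By the labels this difference was 0.0327 without 538, 2.00 without 102L, 2.86 with mitochondrial counts under 10%, 2.45 with doublets left out, 2.37 at a resolution of 1.6 and 5.03 without harmony. Seeds 2, 3 and 4 of the clustering, chosen after the data had been seen, gave 2.51, 2.50 and 2.69, so the main value of 1.26 depends on the seed. Under another seed of the clustering, chosen after the data had been seen, the ratio was 2.025 in 550, 6.16 in 538, 4.27 in 102R and 3.18 in 102L. Of the cells that joined the CD8 T cells there, 30 of 129 in 550, 14 of 203 in 538, 6 of 57 in 102R and 11 of 90 in 102L had a UMI of Cd8a or Cd8b1 and none of Cd4. Counted per cell from UMIs of Cd8a or Cd8b1 without Cd4 the ratio was 2.03 in 550, 5.85 in 538, 3.96 in 102R and 2.19 in 102L. Such UMIs were found in 86.3%, 88.8%, 94.4% and 82.4% of CD8 T cells in 550, 538, 102R and 102L, at medians of 5657, 4398.5, 4971.5 and 3465 UMIs. They were found in 6.56%, 7.77%, 3.24% and 3.14% of B cells, which lack these genes, at medians of 5206, 3903, 3945 and 4137.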

While normal kidney displays a ratio of approximately one Treg cell for every ten CD8^+^ cells, ccRCC tumours have a ratio of one Treg cells for only two CD8^+^ cells (Fig. 4c). 

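Neutrophils, macrophages and dendritic cells, mono-macrophages and patrolling monocytes were counted together as myeloid cells. There were 56.7 (95% interval 43.3 to 75.6) of them per CD8 T cell in 102R and 39.9 (32.4 to 49.7) in 102L, against 4.74 (4.23 to 5.33) in the library labelled normal kidney and 0.988 (0.892 to 1.09) in tumour 538. CD8 T cells themselves made up 8.53% of immune cells in 550, 20.1% in 538, 1.44% in 102R and 1.88% in 102L. The pooled tumours held 8.29 myeloid cells per CD8 T cell by the labels and 16.7 over 550, 102R and 102L. The mean of the tumours minus the normal kidney was 27.8 (exact permutation test, two-sided, p = 0.75) by the labels and 32.8 with 538 as the normal kidney (p = 0.5 from the same exact test). By the labels this difference was 15.7 without 102R, 43.6 without 538, 11.4 with mitochondrial counts under 10%, 11.4 with doublets left out and 12.6 at a resolution of 1.6. Under seeds 2, 3 and 4 of the clustering, chosen after the data had been seen, it was 12.6, 12.8 and 12.5. The main value of 27.8 thus depends on the seed. The doublets left out held 2, 2 and 1 cells of 538, 102R and 102L, so that setting shows no effect of doublets in tumours. The ratio rests on 54 CD8 T cells in 102R and 91 in 102L, and under another seed of the clustering it was 3.48 in 550, 0.779 in 538, 27.5 in 102R and 20.1 in 102L.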

Given that myeloid lineage cells infiltrating tumours frequently display immunosuppressive properties, it is also noteworthy that in normal kidney there is a ratio of approximately 1.1 myeloid lineage cell for each CD8^+^ cell, in the ccRCC tumours there are approximately 15 myeloid cells for every CD8^+^ T cell (Fig. 4d).

### T cell activation in mouse ccRCC

We next focused our analyses on specific markers of T cell function. The cycling T cell population (cluster 11) displayed a strong signature of proliferation-associated genes including *Mki67* and *Top2a* and included CD8^+^ and CD4^+^ cells and represented about 18% of the entire T cell population in tumours. 

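The cycling T cluster was named from Mki67 and Top2a, which encode a proliferation antigen and a topoisomerase of dividing cells, so their level in it is not a result. It made up 6.09% (95% interval 5.11 to 7.19) of T cells in tumour 538, 16.4% (12.2 to 21.4) in 102R and 29.8% (26.0 to 33.7) in 102L, and 11.5% of the pooled tumours. Cells of this cluster with a UMI of Cd3d, Cd3e or Cd3g, which encode chains of the T cell receptor complex, were 78.5% in 538, 47.7% in 102R and 64.7% in 102L, at medians of 1200, 15099 and 957 UMIs. In B cells, which lack these genes, the share was 20.1%, 8.11% and 9.42% at medians of 3903, 3945 and 4137 UMIs. In 102R 21 of 44 cells of the cluster had a Cd3 UMI, against 149 of 160 in the library labelled normal kidney, at a median of 14566.5 UMIs. The median depth of 102R was no lower, so part of its cluster is not shown to be T cells. The shares and differences given here count every cell of the cluster as a T cell.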

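In the library labelled normal kidney 10.2% (95% interval 8.74 to 11.8) of T cells were in the cluster of cycling T cells, and 93.1% of these had a UMI of a Cd3 gene, at a median of 14566.5 UMIs, against 24.5% of B cells, at a median of 5206. The mean of the 3 tumours exceeded this share by 7.23 percentage points, with an SD between tumours of 11.9 (exact permutation test, two-sided, p = 0.75). This difference was 1.05 points without 102L, 12.9 without 538, 12.4 at a resolution of 0.4, 12.5 with mitochondrial counts under 10% and, chosen after the data had been seen, 14.5 with the 5% of highest doublet scores left out and 4.03 with the cluster of high mitochondrial content kept by its markers alone. At the resolution of 0.4, with mitochondrial counts under 10% and without the highest doublet scores the share of 102R was 31.1%, 29.3% and 32.7%. Against 538 the difference was 12.7 points (p = 0.5 from the same exact test). A UMI of the proliferation genes Mki67 or Top2a was found in 34.5%, 21.4%, 27.6% and 33.9% of T cells in 550, 538, 102R and 102L, at medians of 6490, 4595.5, 4998.5 and 2697 UMIs. In neutrophils, which do not divide, the share was 6.59%, 4.17%, 1.22% and 2.67% at medians of 3193, 2861.5, 2422 and 2870. Among T cells thinned to 1500 UMIs, to compare libraries of unlike depth, the share was 15.0% in 550, 9.50% in 538, 16.4% in 102R and 19.0% in 102L. The mean of the tumours minus the normal kidney was then -0.0258 points, and 41, 114, 24 and 203 shallower cells were left out. The cycling T cluster had medians of 1200 UMIs in 538 and 957 in 102L, under the cut of 1500, against 14566.5 in 550 and 15099 in 102R. The cut thus fell unevenly on cycling cells, so the thinned value does not decide whether the tumours differ.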

Notably, in the normal kidney, the cycling T cell population represented only 7% of the total T cell population, suggesting that there is some degree of T cell proliferation in the tumour microenvironment, potentially consistent with an ongoing anti-tumour T cell-mediated immune response. However, it is also notable that a series of genes that are expressed in activated CD8^+^ T cells (*Gzmb*, *Prf1*, *Il2*, *Ifng*, *Tnf*, *Fasl*) or in activated CD4^+^ T cells (*Tgfb1*, *Cd40lg*, *Il2*, *Ifng*, *Tnf*, *Fasl*) were not upregulated in the relevant CD8^+^ and CD4^+^ clusters in tumours versus normal (Supplementary Fig. 3a,b). 

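None of the 6 CD8 activation genes in CD8 T cells and none of the 6 CD4 activation genes in CD4 T cells passed between tumours and normal kidney by the labels, over all genes or when adjusted over the list alone. In CD8 T cells Ifng, the interferon gamma gene, was at 336 CPM in 550, 707 in 538, 109 in 102R and 83.9 in 102L. Gzmb, which encodes the cytotoxic protease granzyme B, was at 302 CPM in 550, 342 in 538, 183 in 102R and 149 in 102L. In CD4 T cells Ifng was at 279 CPM in 550, 747 in 538, 53.0 in 102R and 72.1 in 102L. There Cd40lg, which encodes the ligand of CD40, was at 114 CPM in 550, 179.9 in 538, 59.7 in 102R and 40.4 in 102L. The log2 fold change of tumours over normal kidney in CD8 T cells was -0.14 (standard error 0.98, adjusted p = 1 from edgeR) for Ifng and -0.43 (standard error 0.45, adjusted p = 1 from edgeR) for Gzmb. Against 538 as the normal kidney 2 of the CD8 list were lower (3 when adjusted over the list alone), Ifng with a log2 fold change of -1.90 (standard error 0.43, adjusted p = 0.0332 from edgeR) and Il2 of -1.87 (standard error 0.37, adjusted p = 0.0109 from edgeR). None of the CD4 list passed over all genes (3 when adjusted over the list alone). Under this assignment 101 genes were called in CD8 T cells, where 1 of 12 genes of dissociation stress and 4 of 4 haemoglobin genes were lower. By the labels edgeR called 0 genes in CD8 T cells (39 at an unadjusted p under 0.05) and 0 in CD4 T cells (230 unadjusted). With no filter on low counts it called 17 (11 higher, 6 lower) in CD8 T cells and 14 (1 higher, 13 lower) in CD4 T cells, and without harmony 1 (0 higher, 1 lower) and 3 (1 higher, 2 lower). It called 0 and 0 with the size factors of DESeq2, while DESeq2 called Ms4a6c in both and Cxcl2 and Krt83 in CD4 T cells, genes named after their values were seen. Without 538, 4 of 5 CD8 activation genes (4 when adjusted over the list alone) and 4 of 6 CD4 activation genes (4 over the list alone) were lower in the tumours of mouse 102 among 337 and 1211 called genes. Without 538, 9 of 11 genes of dissociation stress and 4 of 4 haemoglobin genes were lower in CD8 T cells, and 10 of 12 genes of dissociation stress and 4 of 4 haemoglobin genes were lower in CD4 T cells. In the CD4 T cells of that comparison the NK cell receptor gene Ncr1 was higher, at 10.7 CPM in 550, 78.2 in 102R and 90.3 in 102L, as was the granzyme gene Gzmc, at 17.6 CPM in 550, 134 in 102R and 231 in 102L. Under another seed of the clustering, chosen after the data had been seen, 57 cells of 102R joined the CD8 T cells, 50 of them from the CD4 T cells, and 11 had a UMI of Trdc, a gamma-delta T cell receptor gene. Of those 57 cells 5 had a UMI of Cd4. Joining cells with a UMI of Cd4 were 17 of 129 in 550, 25 of 203 in 538 and 4 of 90 in 102L, and 35, 70 and 21 had one of Trdc. The values above for CD4 T cells include most of these joining cells.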

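In CD8 T cells the inhibitory receptor gene Pdcd1 was at 18.8 CPM in 550, 4.02 in 538, 59.7 in 102R and 55.1 in 102L, and Tox, a transcription factor gene of exhausted T cells, at 61.9 CPM in 550, 21.0 in 538, 129.9 in 102R and 132 in 102L. Lag3, which encodes another inhibitory receptor, was at 22.0 CPM in 550, 11.8 in 538, 14.0 in 102R and 21.6 in 102L, and Eomes, a T-box factor gene, at 34.2 CPM in 550, 21.0 in 538, 21.1 in 102R and 14.4 in 102L. By the labels none of the 4 genes passed in CD8 T cells over all genes or when adjusted over the list alone: Pdcd1 had a log2 fold change of 0.69 (standard error 1.17, adjusted p = 1 from edgeR) and Tox of 0.42 (standard error 0.84, adjusted p = 1 from edgeR). With 538 in the place of the normal kidney 2 of them were higher (2 when adjusted over the list alone), Pdcd1 with 3.19 (standard error 0.62, adjusted p = 0.00838 from edgeR) and Tox with 2.25 (standard error 0.41, adjusted p = 0.0053 from edgeR), and without 538 Pdcd1 had 1.55 (standard error 0.40, adjusted p = 0.00407 from edgeR). In CD4 T cells none of the 3 measured genes passed over all genes or over the list alone, by the labels or with 538 as the normal kidney, and Pdcd1 was at 6.25 CPM in 550, 2.12 in 538, 7.96 in 102R and 9.61 in 102L. Pdcd1 rests on 17 counts in 102R and 23 in 102L. In the CD8 T cells of the comparison without 538 genes of other cells moved as well: the myeloid gene Lyz2 was at 50.2 CPM in 550, 116 in 102R and 630.2 in 102L, the epithelial cluster gene Apoc3 at 0 CPM in 550, 105 in 102R and 52.7 in 102L and the immunoglobulin gene Igkc at 1835 CPM in 550, 52.7 in 102R and 256 in 102L. There 9 of 11 genes of dissociation stress and 4 of 4 haemoglobin genes were lower.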

There was a very slight increase in expression of some T cell exhaustion genes (*Pdcd1*, *Lag3*, *Eomes*, *Tox*) in the CD8^+^ clusters from tumours versus normal but this was not observed in the CD4^+^ clusters (Supplementary Fig. 3C,D). In summary, while the total numbers of T cells in the ccRCC microenvironment are relatively small, the gene expression patterns are consistent with only a very limited degree of activation of anti-tumour activity and a very weak expression profile of T cell exhaustion.

### Putative immunosuppressive myeloid lineage cells in mouse ccRCC

Analyses of the myeloid lineage cell clusters revealed expression of many different genes that are known to regulate different aspects of suppression of T cell-mediated immunity in ccRCC and other tumour types. The most notable difference between tumour and normal kidney myeloid cell populations is the greatly increased proportional abundance of neutrophil/PMN-MDSC-like cells (cluster 0) and a population of cells expressing several markers of monocytes and macrophages (cluster 2) in tumours (Fig. 3b). 

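Neutrophils numbered 835 in 550, 96 in 538, 1310 in 102R and 973 in 102L, and mono-macrophages 320, 252, 798 and 1277. Pooled over the tumours by the labels, neutrophils were 19.3% and mono-macrophages 18.9% of immune cells, and over 550, 102R and 102L they were 24.4% and 18.7%. In neutrophils edgeR called 0 of 9952 genes between tumours and normal kidney (842 at an unadjusted p under 0.05), 6 with the size factors of DESeq2, and DESeq2 called the chemokine gene Cxcl3, named after its values were seen. In mono-macrophages edgeR called 0 of 11441 genes (1673 unadjusted, 0 with the size factors of DESeq2) and DESeq2 6. In macrophages and dendritic cells it called 0 of 12366 (508 unadjusted, 0 with the size factors), while DESeq2 called Hpgd, Gdf15 and Mcpt8, also named after the values were seen. With no filter on low counts edgeR called 297 (96 higher, 201 lower) of 16588 genes in neutrophils, 372 (93 higher, 279 lower) of 17373 in mono-macrophages and 0 in macrophages and dendritic cells. At a resolution of 1.6 it called 2 lower genes in neutrophils and 2 in mono-macrophages, without harmony 3 lower ones in mono-macrophages, and without 102L 9 (3 higher, 6 lower) in neutrophils. Against 538 as the normal kidney edgeR called 0 genes in each of these classes, with 1324, 795 and 1759 unadjusted in neutrophils, mono-macrophages and macrophages and dendritic cells. Without 538, 1078 genes were called in neutrophils, where 8 of 12 genes of dissociation stress and 4 of 4 haemoglobin genes were lower. In mono-macrophages 2107 were called, where 10 of 12 genes of dissociation stress and 4 of 4 haemoglobin genes were lower, and 1889 in macrophages and dendritic cells, where 10 of 12 genes of dissociation stress and 4 of 4 haemoglobin genes were lower. With 102R and 102L combined into 1 animal 19 genes were called in neutrophils, 7 higher and 12 lower. In simulated data of the same design 54.8%, 76.5%, 59.6%, 31.6% and 47.9% of genes changed 4-fold were recovered in neutrophils, mono-macrophages, macrophages and dendritic cells, CD8 T cells and CD4 T cells, and 3.09%, 16.2%, 5.10%, 7.37% and 3.06% of genes changed 2-fold. The simulation used a common dispersion for all genes of a class and drew the tumours independently, although 102R and 102L share a mouse. These shares can therefore overstate the recovery in the data, and the counts of 0 do not exclude 4-fold changes.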

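In neutrophils the alarmin genes S100a8 and S100a9, which served to name the class, were at 36054 ± 6178 and 50906 ± 9064 CPM (SD, n = 3 tumours). Pglyrp1, which encodes a peptidoglycan recognition protein of granules, was at 993 CPM in 550, 1531 in 538, 1150.2 in 102R and 1234 in 102L in neutrophils. It was at most 55.2 CPM in mono-macrophages of any library. Cd300ld, which encodes an immune receptor of myeloid cells, was at 400.0 CPM in 550, 489 in 538, 534 in 102R and 511 in 102L in neutrophils. In patrolling monocytes it was at 504 CPM in 550, 444 in 538, 346 in 102R and 321 in 102L. Anxa1 was at 935 ± 255 CPM in neutrophils of tumours, Mmp8, the neutrophil collagenase gene, at 267 ± 87.7, Cd14 at 262 ± 105 and the leukotriene receptor gene Ltb4r1 at 92.1 ± 32.1. Of the 16 genes listed for PMN-MDSCs, none passed between tumours and normal kidney over all genes in edgeR (3 when adjusted over the list alone). With 538 in the place of the normal kidney none passed (0 when adjusted over the list alone). Without 538, 2 of them were higher and 4 were lower in the tumours of mouse 102 (10 when adjusted over the list alone), Mmp8 with a log2 fold change of 1.07 (standard error 0.16, adjusted p = 0.00021 from edgeR) and Cd14 of -1.22 (standard error 0.14, adjusted p = 1e-05 from edgeR). There 8 of 12 genes of dissociation stress and 4 of 4 haemoglobin genes were lower, among 1078 called genes.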

Cluster 0 cells exhibited a strong gene expression signature of PMN-MDSCs (including *Pglyrp1*, *Cd14*, *S100a8*, *S100a9*, *Anxa1*, *Mmp8*, *Ltb4r1*)^25^ and high expression of *Cd300ld*, which was recently shown to mediate immune suppression in tumours^26^ (Fig. 4e). 

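Mono-macrophages expressed the monocyte and macrophage genes Csf1r at 471 ± 12.5 CPM (SD, n = 3 tumours), Cd68 at 361 ± 55.2, Apoe at 3441 ± 315 and Adgre1, which encodes F4/80, at 91.7 ± 21.9. Itgax was at 34.4 ± 9.99 CPM against 129 ± 26.7 in macrophages and dendritic cells, and the MHC class II gene H2-Eb1 at 1982 ± 70.3 against 8115 ± 2417. Itgam, which encodes CD11b and lies on chromosome 7 from 128062640 to 128118491 of GRCm38, was at 292 CPM in 550, 266 in 538, 281 in 102R and 269.9 in 102L, with a log2 fold change of tumours over normal kidney of -0.15 (standard error 0.17, adjusted p = 0.728 from edgeR). Ly6c2, which encodes Ly-6C, lies on chromosome 15 from 75108158 to 75111970 and was among the genes that named the class, was at 753 CPM in 550, 491 in 538, 809.9 in 102R and 785 in 102L, with -0.15 (standard error 0.29, adjusted p = 0.847 from edgeR). With 538 in the place of the normal kidney the log2 fold changes were 0.11 (standard error 0.15, adjusted p = 0.907 from edgeR) for Itgam and 0.70 (standard error 0.14, adjusted p = 0.686 from edgeR) for Ly6c2. The mono-macrophages of 538 had a median of 684.5 UMIs, against 10333 in 550, 8244 in 102R and 8962 in 102L. Of the 252 cells of 538, 210 had under 1500 UMIs, so its summed levels describe its deeper cells more than the class.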

Single cell heatmap analyses (Fig. 4e) and UMAP-based gene expression analyses (Supplementary Fig. 4) revealed that cluster 2 cells in tumours expressed common markers of monocyte/macrophage lineage cells (*Cd68, Csf1r, Itgam, Apoe*), as well as the differentiated macrophage marker *Adgre1* (encoding F4/80), but lacked expression of markers of antigen-presenting macrophages that are found in cells in cluster 1 (*Itgax* and MHC class II genes such as *H2-Eb1*)*.* Cluster 2 cells in tumours also expressed higher levels of *Itgam* (Fig. 4f) and *Ly6c2* (Fig. 4g) than cells from normal kidney. These genes encode CD11b and Ly-6C, respectively, and high cell surface expression of these proteins are flow cytometry markers of mouse monocyte-derived macrophages of M-MDSCs, suggesting that cluster 2 in ccRCC tumours may contain a population of immunosuppressive monocyte-derived macrophage-like cells, hereafter termed Mono-macrophages. scRNA-seq dissection of human ccRCC tumours previously revealed that a population of tumour-associated macrophages (TAM) that express *TREM2*, *APOE* and *C1Q* genes is associated with recurrence after surgery^13^ and that a similar population of TAM2-like cells is enriched in late stage and metastatic tumours versus early stage tumours^14^, implicating TAMs in processes associated with aggressive ccRCC disease. 

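C1qa, C1qb and C1qc, which encode the chains of complement C1q, were expressed in macrophages and dendritic cells, with C1qa at 1261 CPM in 550, 1223 in 538, 676 in 102R and 715 in 102L, and named the macrophages among them. In mono-macrophages C1qa was at 32.2 CPM in 550, 310.2 in 538, 9.81 in 102R and 7.87 in 102L, and in patrolling monocytes at 4.21 CPM in 550, 5.92 in 538, 18.1 in 102R and 27.1 in 102L. Trem2, a lipid-sensing receptor gene, was at 57.7 ± 36.1 CPM (SD, n = 3 tumours) in macrophages and dendritic cells, 76.0 ± 17.1 in mono-macrophages and 34.9 ± 20.1 in patrolling monocytes. Apoe, the apolipoprotein E gene, was at 3222 ± 1740.4 CPM in macrophages and dendritic cells and 2235 ± 578 in patrolling monocytes. The level of C1qa in the mono-macrophages of 538 rests on 146 counts.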

Cells expressing these markers in mouse ccRCC were present in the larger macrophage cluster 1 and cells expressing *Trem2* and *Apoe*, but lacking *C1q* genes, were present in the monocyte/macrophage cluster 2 and the patrolling monocyte cluster 12. Genes that were identified as markers of TAM2 in human ccRCC cells, including *Fn1* (Fig. 4e,h)*, F13a1* (Fig. 4e,i) and *Gas7* (Fig. 4e) were more highly expressed in Mono-macrophage cluster 2 cells from tumours than from normal kidneys. 

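Fn1, the fibronectin gene, lies on chromosome 1 from 71585520 to 71653200 of GRCm38 and was at 900.3 CPM in 550, 1288 in 538, 827 in 102R and 814 in 102L in mono-macrophages. F13a1, which encodes the A chain of coagulation factor XIII and lies on chromosome 13 from 36867178 to 37050244, was at 485 CPM in 550, 795 in 538, 608 in 102R and 593 in 102L. Gas7, on chromosome 11 from 67455437 to 67688990, was at 103 CPM in 550, 108 in 538, 61.6 in 102R and 49.4 in 102L. Fn1 and F13a1 also named the class. By the labels the log2 fold change of tumours over normal kidney was 0.07 (standard error 0.28, adjusted p = 0.942 from edgeR) for Fn1, 0.41 (standard error 0.22, adjusted p = 0.434 from edgeR) for F13a1 and -0.69 (standard error 0.37, adjusted p = 0.434 from edgeR) for Gas7. With 538 in the place of the normal kidney it was -0.58 (standard error 0.15, adjusted p = 0.686 from edgeR) for Fn1, -0.48 (standard error 0.17, adjusted p = 0.711 from edgeR) for F13a1 and -0.59 (standard error 0.49, adjusted p = 0.83 from edgeR) for Gas7. Of 15 listed mono-macrophage and TAM2 genes none passed by the labels (0 when adjusted over the list alone) or with 538 as the normal kidney (6 when adjusted over the list alone, with a median log2 fold change of -0.52). Without 538, 1 was higher, F13a1, and 5 were lower in the tumours of mouse 102 (9 when adjusted over the list alone), Gas7 with a log2 fold change of -0.94 (standard error 0.13, adjusted p = 0.00068 from edgeR). There 10 of 12 genes of dissociation stress and 4 of 4 haemoglobin genes were lower, among 2107 called genes. Summed counts weigh each cell by its UMIs, and 210 of the 252 mono-macrophages of 538 had under 1500 UMIs. The levels of 538 and the fold changes that include it thus describe its deeper cells more than the class. A UMI of Fn1 was found in 66.9%, 31.0%, 81.3% and 83.1% of mono-macrophages in 550, 538, 102R and 102L. It was found in 1.61%, 0.624%, 3.42% and 4.80% of CD4 T cells, at medians of 6792, 4830, 4906 and 3290.5 UMIs.

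**Figure D2:**
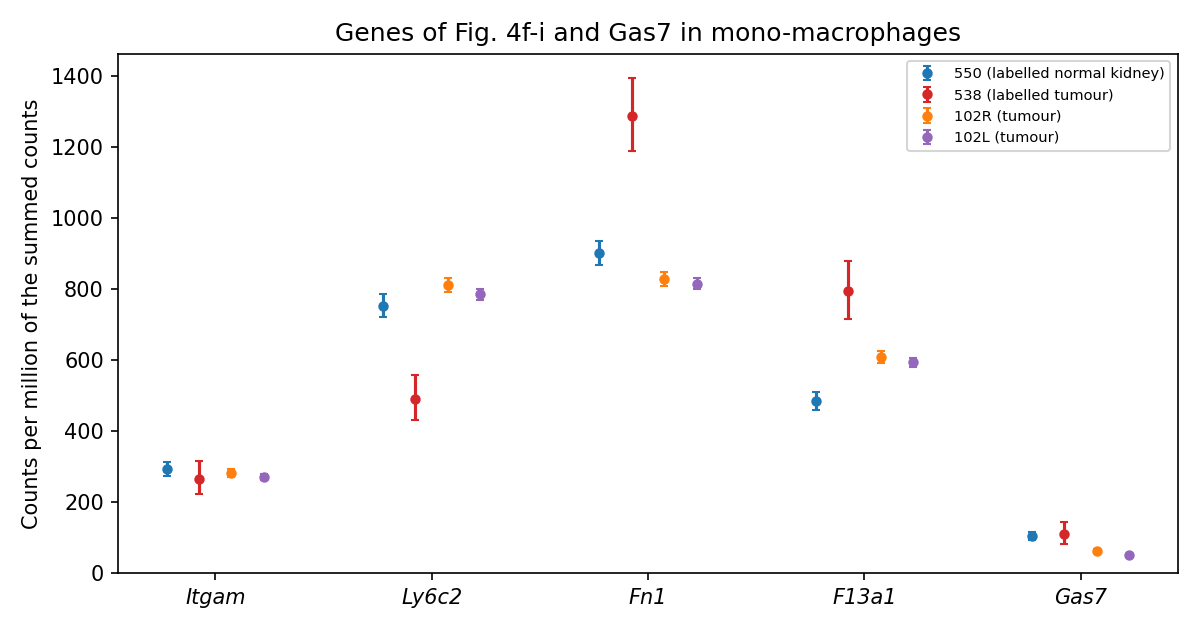
Counts scaled to the class sum of the library (CPM, vertical axis) of 5 genes in the mono-macrophages of each of the 4 libraries; points are the levels and bars exact Poisson 95% intervals, which cover counting error only. Fn1 is highest in 538, at 1288 CPM, and Ly6c2 is lowest there, at 491 CPM. In 538, 210 of the 252 cells had under 1500 UMIs, so its deeper cells weigh most in these summed levels, which the bars do not cover.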

In conclusion, the expanded population of Mono-macrophage cells in tumours is consistent with an aberrant state of myeloid cell differentiation that exhibits cellular markers of putative M-MDSCs as well as more differentiated macrophages that express a series of markers that reflect at least some aspects of the TAM cell composition of aggressive human ccRCC tumours. These observations are potentially consistent with this population representing a continuum of aberrant differentiation states along the lineage of patrolling monocytes to M-MDSCs to TAM. Different myeloid cell clusters also variably express a series of additional genes that have been implicated in suppression of T cell activation (Fig. 4e), including *Tgfb1* (TGF-β), *Il1b* (IL-1β), *Ptgs2* (COX-2) and *Tnf* (TNF-α) each in one or more clusters. 

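Il1b, the interleukin 1 beta gene, was at 9460.2 ± 1400.3 CPM (SD, n = 3 tumours) in neutrophils, 1818 ± 799 in patrolling monocytes, 279.7 ± 103 in macrophages and dendritic cells and 198 ± 16.8 in mono-macrophages. Ptgs2, which encodes the prostaglandin synthase COX-2, was at 557 ± 57.0 CPM in neutrophils and 26.1 ± 38.2 in mono-macrophages. Tgfb1, which encodes transforming growth factor beta, was at 492 ± 116 CPM in mono-macrophages, 401 ± 138 in patrolling monocytes, 303 ± 115 in macrophages and dendritic cells and 192 ± 75.8 in neutrophils. Tnf was at 833 CPM in 550, 200.4 in 538, 252 in 102R and 243 in 102L in neutrophils, where its log2 fold change of tumours over normal kidney was -1.85 (standard error 0.28, adjusted p = 0.0987 from edgeR). With 538 in the place of the normal kidney it was 1.12 (standard error 0.87, adjusted p = 0.591 from edgeR), and without 538 it was -1.79 and passed the threshold, where 8 of 12 genes of dissociation stress and 4 of 4 haemoglobin genes were lower.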

Expression and secretion of these enzymes and cytokines might potentially play a role in immunosuppression by myeloid cells in mouse ccRCC.

### Immune checkpoint ligands other than those activating PD-1 and CTLA-4 are abundantly expressed in mouse and human ccRCC

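Cd274, which encodes PD-L1 and lies on chromosome 19 from 29367455 to 29388095 of GRCm38, was at 96.5 ± 9.48 CPM (SD, n = 3 tumours) in neutrophils and 104 ± 78.8 in patrolling monocytes. In macrophages and dendritic cells Cd274 was at 15.3 ± 6.53 CPM, in mono-macrophages at 14.8 ± 7.46 and in epithelial cells at 4.08 ± 2.13. Pdcd1lg2, which encodes PD-L2, was at 11.8 ± 5.33 CPM in patrolling monocytes, 9.71 ± 5.11 in neutrophils and 4.29 ± 2.23 in macrophages and dendritic cells. In the library labelled normal kidney Cd274 was at 217 CPM in neutrophils and 201 in patrolling monocytes, and its log2 fold change of tumours over normal kidney in neutrophils was -1.20 (standard error 0.29, adjusted p = 0.256 from edgeR). Cd274 was there at 104 CPM in 538, and with 538 in the place of the normal kidney the log2 fold change was 0.34 (standard error 0.68, adjusted p = 0.855 from edgeR). Levels were not tested between genes.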

Investigation of the expression of immune checkpoint ligands (Fig. 5a) in the myeloid cell clusters, as well as in the ccRCC cell cluster, revealed that *Cd274* and *Pdcd1lg2* (encoding PD-L1 and PD-L2, respectively) were very weakly expressed. *Cd80* and *Cd86* encode ligands for CTLA-4. 

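Cd80 was highest in neutrophils, at 50.2 ± 5.37 CPM (SD, n = 3 tumours), and at 17.6 ± 5.12 in patrolling monocytes and 7.55 ± 2.99 in mono-macrophages. Cd86, which encodes the other B7 ligand of CTLA-4, was at 94.1 ± 46.5 CPM in macrophages and dendritic cells, 68.2 ± 43.4 in patrolling monocytes, 67.7 ± 33.5 in mono-macrophages and 27.3 ± 4.29 in neutrophils. In the library labelled normal kidney Cd80 was at 133 CPM in neutrophils and Cd86 at 145 in macrophages and dendritic cells.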

*Cd80* was expressed by cells in the PMN-MDSC cluster, while *Cd86* is expressed by cells in clusters the monocyte and macrophage clusters 1, 2, 12 and 17. 

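Lgals3, which encodes galectin-3, was at 1474 ± 132 CPM (SD, n = 3 tumours) in mono-macrophages, 905 ± 136 in patrolling monocytes and 526 ± 103 in neutrophils. Vsir, which encodes the inhibitory ligand VISTA, was at 369 ± 41.6 CPM in neutrophils and 347 ± 29.0 in mono-macrophages. Hmgb1 was at 386 ± 18.8 CPM in macrophages and dendritic cells, and Ceacam1 was highest in patrolling monocytes, at 251 ± 16.1. Lgals9, which encodes galectin-9, was at 78.8 ± 4.01 CPM in mono-macrophages and 76.8 ± 12.1 in neutrophils.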

Genes encoding other checkpoint ligands including *Vsir* (VISTA), *Lgals3* (GALECTIN-3), *Sell* (L-selectin), *Lgals9* (GALECTIN-9), *Hmgb1* (High mobility group box 1) and *Ceacam1* (CEA cell adhesion molecule 1) were highly expressed in different clusters of myeloid cells. 

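In epithelial clusters Lgals3 was at 756 CPM in 550, 214 in 538, 864 in 102R and 841 in 102L and Hmgb1, a chromatin protein gene, at 574 CPM in 550, 477 in 538, 863 in 102R and 946 in 102L. Of the other checkpoint ligands, Pvr was at 33.5 ± 15.9 CPM (SD, n = 3 tumours) and Vsir at 20.1 ± 1.59 in epithelial cells of tumours. The levels in 550 and 538 come from few cells with epithelial markers.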

*Lgals3* and *Hmgb1* expression are also highly expressed in the tumour cell population. We also observed a very similar pattern of expression of immune checkpoint ligands by reanalysing a previously published scRNA-seq study of 8 human ccRCC tumours^15^ (Fig. 5b). *CD274* and *PDC1LG2* expression levels were very low in myeloid cells and ccRCC cells, *CD86*, *VSIR* and *LGALS9* were high in myeloid cells and *LGALS3* and *HMGB1* were high in both myeloid and ccRCC cells. Analyses of bulk RNA-seq of normal mouse kidney and ccRCCs from *Vhl/Trp53/Rb1*, *Vhl/Trp53/Rb1/Hif1a* and *Vhl/Trp53/Rb1/Hif2a* mice^20^ revealed that the *Lgals3*, *Lgals9*, *Pvr* and *Cd276* checkpoint ligands were upregulated in ccRCCs versus normal tissue and the elevated expression was not altered by the absence of HIF-1α or HIF-2α (Fig. 5c). Analyses of bulk RNA-seq of human ccRCC revealed that *PDCD1LG2* and *CD80* expression were upregulated in ccRCC tumours compared to normal kidney, as was expression of *LGALS3*, *LGALS9*, *SELL* and *CD276* (Fig. 5d). Notably, the expression levels of these latter four genes encoding non-PD-1/CTLA-4 checkpoint ligands were substantially higher than abundance of the PD-1 ligand *PDCD1LG2* and the CTLA-4 ligand *CD80*. To corroborate these data at the protein level we interrogated the CPTAC database of proteomic analyses of normal and human ccRCC samples^27^. While CD274 (PD-L1) expression was detected in only 18% of tumour samples, and PD-L2, CD80 and CD86 were not detected in any samples, upregulation of VSIR, GAL-3, SELL, GAL-9, PVR and CD276 was observed in ccRCCs (Fig. 5e). In summary, these data imply that the different myeloid lineage cells and tumour cells in the ccRCC tumour microenvironment in the mouse model and in humans could potentially contribute to suppression of T cell activation via a series of checkpoint ligand-checkpoint receptor interactions. Ligands for LAG-3, TIM-3 and TIGIT are more strongly and widely expressed than those for PD-1 and CTLA-4, consistent with the observed resistance to anti-PD-1 plus anti-CTLA-4 therapy in the mouse model.

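Lgals3, a ligand gene of LAG-3, was at 843 ± 334 CPM (SD, n = 3 tumours) in macrophages and dendritic cells, where the PD-1 and CTLA-4 ligand genes Cd274, Pdcd1lg2, Cd80 and Cd86 had tumour means of up to 94.1 CPM, that of Cd86. The other LAG-3 ligand genes in the list of Fig. 5a had tumour means of 24.4 CPM for Clec4g in plasmacytoid dendritic cells and 15.5 for Fgl1 in epithelial cells. Genes outside that list, among them those of MHC class II, were not counted as ligands here. Among ligand genes of TIM-3, Hmgb1 was at 307 ± 8.62 CPM in neutrophils and 338 ± 8.31 in patrolling monocytes, and Lgals9 was at 46.7 ± 26.5 there. Among ligand genes of TIGIT, Pvr was at 15.7 ± 3.04 CPM in macrophages and dendritic cells, and Nectin2 was at 2.55 ± 1.91 there and at 5.89 in epithelial cells. Of 96 pairs of a ligand gene of Fig. 5a and a class, 24 reached a tumour mean of 100 CPM, a level chosen after the data had been seen. From the expression of ligands of LAG-3, TIM-3 and TIGIT against that of ligands of PD-1 and CTLA-4, the paper proposes a link to the resistance of the model to anti-PD-1 plus anti-CTLA-4 therapy.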

**Fig. 5:**
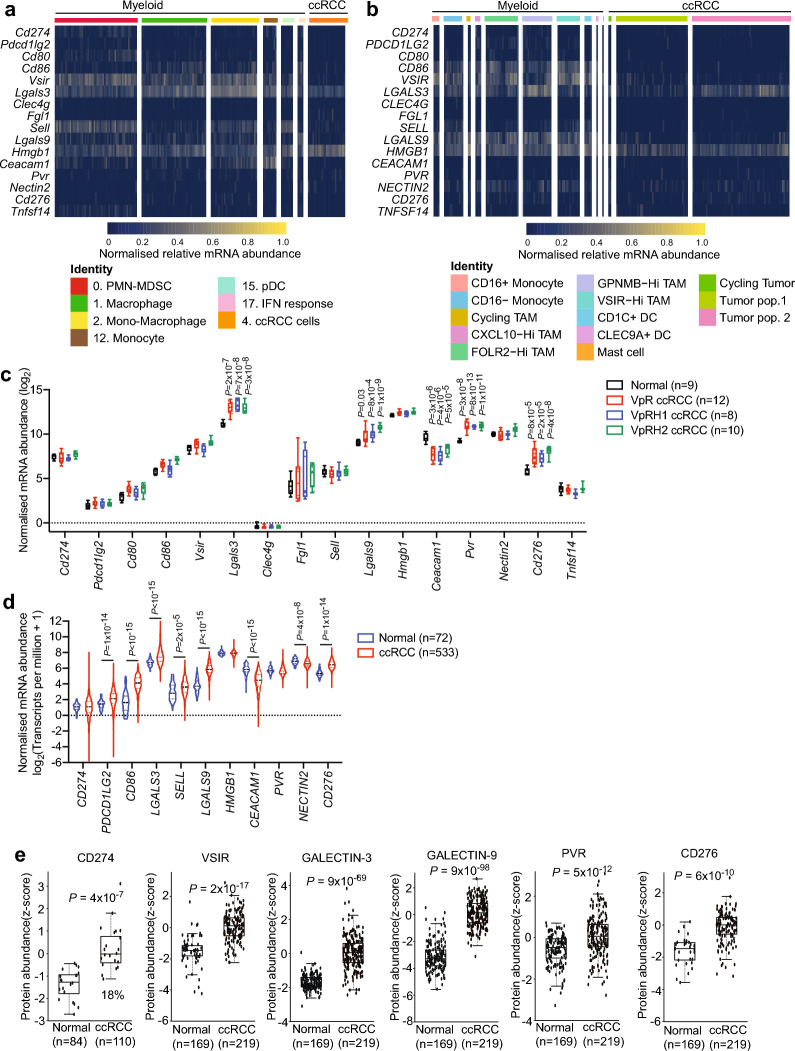
Upregulation of checkpoint ligands in mouse and human ccRCC. (**a**) Single cell heatmap of gene expression in the indicated clusters of myeloid lineages and ccRCC cells pooled from three mouse ccRCCs. Each column represents a single cell. (**b**) Reanalysis of data from^15^ showing single cell heatmap of expression of genes encoding checkpoint ligands in clusters of myeloid lineages and ccRCC cells pooled from eight human ccRCCs. (**c**) mRNA abundance of immune checkpoint ligands in bulk RNA-seq of normal kidney or ccRCCs from *Vhl/Trp53/Rb1* mutant (VpR), *Vhl/Trp53/Rb1/Hif1a* mutant (VpRH1) and *Vhl/Trp53/Rb1/Hif2a* mutant (VpRH2) mice. Boxes show mean and quartiles, whiskers show minimum and maximum values. Statistical differences between tumours of each genotype compared to normal kidney were assessed using unpaired Student’s t-test. (**d**) mRNA abundance of immune checkpoint ligands in bulk RNA-seq of normal kidney or ccRCCs from the TCGA KIRC study. Median and quartile values are shown in the violin plots. Welch’s t-test was used to determine statistical significance. (**e**) Protein abundance of immune checkpoint ligands from the CPTAC ccRCC proteomics study. Welch’s t-test was used to determine statistical significance.

## Discussion

Despite the paradigm-changing nature of immune checkpoint-based therapies for metastatic ccRCC, and the improved 5-year survival rates and even longer-term survival for some patients, for the majority of patients these therapies fail to cure the disease^28^. It remains unclear why some ccRCCs respond well and others respond poorly to checkpoint therapies targeting PD-1 and/or CTLA-4. Studies of the genetic features and analyses of the tumour immune microenvironments of human ccRCCs have revealed that while there are some factors that correlate with clinical responses to immune checkpoint blockade, these are relatively weak in terms of overall effect size^4,5,15,16^. Remarkably, the initial clinical trials, and now the routine clinical application, of PD-1 and CTLA-4 immune checkpoint therapies for ccRCC treatment were never based on clear pre-clinical evidence that was directly related to this tumour entity, due to the absence of appropriate mouse models. The same can be said of the many recently completed and ongoing clinical trials for ccRCC (reviewed in^28^), which aim to target different aspects of the immune microenvironment based on hypotheses that arise from the study of human ccRCC, as well as by inference from studies in other tumour types. This problem of lack of ccRCC-specific pre-clinical evidence for the likely efficacy of ccRCC immunotherapies has been entirely due to the absence of appropriate immunocompetent mouse models that accurately reproduce the salient genetic and immunological features of the human disease. In comparison to other major human tumour types for which genetically engineered, immunocompetent mouse models have been available for decades, the first mouse ccRCC models were developed only in the last 6–8 years^29–33^ and until very recently, none had been used to test immune checkpoint therapies. Unlike most other tumour types, there are also no accurate syngeneic transplantable mouse models of ccRCC^34^. While the syngeneic RENCA tumour model^35^ has been used in hundreds of published studies to investigate different aspects of renal cell carcinoma biology, including tumour cell-immune cell interactions and responses to checkpoint therapies, the extent to which this model reflects human ccRCC remains unclear as tumours derived from these cells do not histologically resemble ccRCC tumours nor do they harbour the characteristic genetic mutations of human ccRCC.

To begin to address this problem of lack of appropriate mouse models, in this study we showed that the VpR mutant autochthonous mouse ccRCC model is resistant to anti-PD-1 plus anti-CTLA-4 checkpoint therapy, alone or in combination with other agents. While this study was in preparation, another publication described a new mouse ccRCC model based on CRISPR-Cas9 mediated combinatorial mutation of *Vhl*, *Pbrm1*, *Keap1* and *Tsc1* that is also similarly resistant to single, double and triple anti-PD-1, anti-CTLA-4 and HIF-2α inhibition therapies^36^. It is therefore noteworthy that two independent immunocompetent autochthonous mouse models that are based on two different sets of mutations are resistant to immune checkpoint therapy and to HIF-2α inhibitors, which both have therapeutic effects in some but not all human ccRCCs. Potential reasons for the absence of therapeutic effects in the mouse models could relate to the rapid growth of ccRCCs in the mouse models compared to the slower growth of human ccRCC, there could simply be fundamental differences between mice and humans in the biology of ccRCC, or that the mouse models might oversimplify the genetic complexity of the human disease. Speaking against these arguments are the many molecular and cellular overlaps between the mouse models and human ccRCC^19,20,36^ as well as the fact that the VpR model and the *Vhl/Pbrm1/Keap1/Tsc1* model are therapeutically sensitive to mTOR inhibition^19,36^, which induces therapeutic effects in at least some cases of human ccRCC and the VpR model is also sensitive to anti-VEGF sunitinib therapy^19^, which is also efficacious in some human ccRCCs. These studies provide evidence that the mouse models reproduce at least some aspects of the therapeutic sensitivity of human ccRCCs. We therefore believe that these models might potentially inform about mechanisms underlying specific resistance to immune checkpoint therapies. Several lines of evidence outlined below lead us to speculate that PD-1- and/or CTLA-4-based immune checkpoint therapies may in fact not be the optimal way to manipulate anti-tumour immunity in the context of the specific immune microenvironmental and tumour cell features of ccRCC.

One hint is our observation that despite the absence of tumour shrinkage and the fact that checkpoint therapy even reduced the number of T cells in the tumour microenvironment, we identified that splenic CD4^+^ and CD8^+^ T cells from immune checkpoint inhibitor treated animals, but not from untreated animals, could recognise ccRCC cells isolated from the same animal in a co-culture setting. This ex vivo syngeneic mixing experiment reflects a systemic effect of the therapy that would otherwise have been hidden, and implies that the checkpoint therapy does induce some degree of anti-tumour T cell activity. The fact that T cell activation was only apparent once the T cells and ccRCC cells were removed from the tumour microenvironment implicates the in vivo environment as a suppressor of T cell activation in response to checkpoint blockade. Single cell RNA-seq of the tumour microenvironment suggested that multiple myeloid lineage-derived cell types and cell states may contribute to T cell suppression. Importantly, there are many similarities between the mouse ccRCC model and human ccRCC tumours in terms of infiltration by myeloid-lineage cells. scRNA-seq revealed that VpR ccRCC tumours are infiltrated by a population of cells that express many genes that are characteristic of PMN-MDSC cells which could contribute to suppression of T cells, including *Arg2*, *Ptgs2*, *Tgfb1*, *Il1b* and *Cd300ld*. The proteins encoded by these genes are all pharmacologically targetable. Consistent with the scRNA-seq, our flow cytometry and immunohistochemical analyses confirmed that a Ly6G^+^ putative PMN-MDSC population of cells is present in VpR ccRCCs. Several studies have identified neutrophil-like cells in human ccRCCs and showed that high intratumoural neutrophil infiltration correlates with adverse outcome^37,38^, or that high intratumoural or systemic neutrophil to lymphocyte ratios correlate with poor responses to immunotherapy^39,40^. Our scRNA-seq, flow cytometric and immunohistochemical analyses also revealed strong inflammation by cells of the monocyte-macrophage lineage. In scRNA-seq we identified a cluster of monocyte-derived cells with features of mis-differentiation towards an M-MDSC-like, TAM2-like phenotype. These cells show low expression of genes involved in antigen presentation and elevated *Ly6c2* expression, consistent with an immature MDSC/macrophage phenotype, expression of the immunosuppressive gene *Tgfb1* as well as of genes that were previously shown to characterise TAM2-like macrophage populations in human ccRCC^13–16^, including *Trem2*, *C1qa*, *Apoe*, *Fn1*, *F13a1* and *Gas7*.

Another important conclusion from our data is that ligands of T cell immune checkpoint receptors other than PD-1 and CTLA-4 are highly abundantly expressed by ccRCC cells and myeloid cells. scRNA-seq and bulk RNA-seq datasets revealed that there are strong molecular similarities between mouse and human ccRCC in terms of the expression patterns of immune checkpoint ligands. Analysis of published ccRCC proteomic datasets also support this idea. Genes encoding the ligands of PD-1 are very weakly expressed by tumour cells and myeloid cells, consistent with the absence of a strong response to anti-PD-1 therapy. The most abundant checkpoint ligand in terms of both absolute expression levels as well as being expressed by tumour cells and by different types of infiltrating myeloid cells is *Lgals3/LGALS3*, encoding GALECTIN-3, a ligand for the LAG-3 immune checkpoint receptor. Numerous clinical trials involving inhibition of LAG-3 in combination with other immune modulatory agents are currently ongoing^28^. Specific inhibitors of GALECTIN-3 have also been developed and these may represent an attractive alternative therapeutic strategy to block LAG-3 signalling as well as other potentially pro-tumourigenic biological functions of GALECTIN-3 such as promoting angiogenesis, tumour cell intra- and extravasation and metastasis^41^. A clinical trial of the small molecule GALECTIN-3 inhibitor GB1211 combined with the PD-L1 inhibitor atezolizumab is currently ongoing for non-small cell lung carcinoma (NCT05009680). Two different TIM-3 ligands are also strongly and widely expressed in mouse and human ccRCC. *Hmgb1/HMGB1* is expressed by ccRCC cells and myeloid cells in mouse and human tumours and *Lgals9/LGALS9*, encoding GALECTIN-9 is expressed by myeloid cells in both mouse and human ccRCC. Several ongoing clinical studies for ccRCC are testing TIM-3 inhibitors combined with PD-1 inhibitors^28^. HMGB1 is released by damaged cells and acts as a potent pro-inflammatory signal through a number of receptors including RAGE, TLR family receptors, CXCR4, IL-1R1, as well as TIM-3^42^. Blockade of extracellular HMGB1 using several different inhibitors in multiple orthotopic syngeneic mouse models of basal-like breast cancer and non-small cell lung cancer inhibited tumour growth, altered the tumour microenvironment to a more favourable anti-tumour state and showed enhanced therapeutic efficacy in combination with PD-1 inhibition^43^. PVR is a ligand of the TIGIT immune checkpoint receptor and is upregulated at the mRNA level in the mouse ccRCC model as well as at the protein level in human ccRCC, suggesting that blocking TIGIT activation could also be investigated for ccRCC therapy. A clinical trial testing anti-TIGIT + anti-PD-L1 + belzutifan for ccRCC is ongoing (NCT04626479). Finally, CD276 (B7-H3) is another member of the B7 family of immune checkpoint ligands which functions as an inhibitor of T cell activation, although the receptor for this ligand has not yet been identified^44^. Comparing normal kidney to ccRCC we show that CD276 expression is upregulated in mouse and human tumours as shown by bulk RNA-seq as well as through proteomic analyses in human ccRCC. Early clinical trials of agents that block CD276 gave been initiated in small cell lung carcinoma and in other solid tumours^45^. A recent study implicated aberrant mTOR activation as a factor that activates CD276 expression and showed that neutralising antibodies against CD276 decreased renal tumour growth in an autochthonous mouse model driven by *Tsc2* mutation^46^, providing strong evidence that CD276 might also play a role in ccRCC, a tumour type which is known to be characterised by high levels of mTOR activation^47^. Collectively, these observations suggest that the abundant and widespread expression of several different immune checkpoint systems beyond PD-1 and CTLA-4 may act to suppress T cell activation in the context of the ccRCC microenvironment.

Our characterisation of the *Vhl/Trp53/Rb1* mutant mouse ccRCC model provides an experimental system that will allow the systematic dissection of the effects of individual and combined inhibition of these different checkpoint ligand/checkpoint receptor signalling systems on T cell activation in ccRCC. A major advantage of studying autochthonous mouse models over human ex vivo systems such as kidney cancer organoid or fragmentoid cultures is that ccRCC tumours co-evolve with the immune system over a period of 6 to 18 months and reproduce all of the relevant systemic features of the anti-tumour immune response including interactions of immune cells in lymph nodes and the spleen, as well as potential barriers to immune infiltration such as blood vessels and extracellular matrix of the tumour. A practical limitation of these mouse studies is that they are very time-consuming, requiring regular imaging of each animal to identify the onset of tumours on a mouse-by-mouse basis. This limits the scale of the analyses and number of different therapeutic combinations that can be feasibly tested. Since the *Vhl/Trp53/Rb1* mutant mouse ccRCC model does not generate metastases, it also does not allow investigation of the effects of immune checkpoint inhibitor therapy on metastatic disease, which may have a different immune microenvironment to the primary tumour. These limitations notwithstanding, the many similarities that we have identified between this model and human ccRCC suggests that these pre-clinical studies are worthwhile to try to speed up efforts to identify and prioritise therapies that could then be tested in the even longer timeframe of human clinical studies. A final potential limitation of our analyses is that even though we have previously shown that there are strong similarities between the VpR ccRCC model and human ccRCC at the transcriptomic and proteomic levels^19,20^, and now show that there are also large overlaps in the cellular and molecular features of the tumour immune microenvironment and expression of immune checkpoint ligands, we cannot exclude that the genetics of the mouse model may not be reflective of all human ccRCCs. While *VHL* is mutated in the vast majority of human ccRCCs and *TP53* is mutated in 15% of ccRCC metastases^48^, *RB1* is almost never mutated^49,50^. The *Vhl/Trp53/Rb1* mutant genotype rather reflects the combinations of chromosomal copy number gains and losses that affect cell cycle regulatory genes in about two-thirds of human ccRCC^19^. We believe that some of the immunological features of this model will be reflected in all or most ccRCCs but also that there will likely be other features that are unique to specific mutational combinations and potentially to specific sub-regions of ccRCC tumours^16^. Nonetheless, our current study argues that it would be worthwhile in future research efforts to carry out similar analyses in other mouse models of ccRCC^29–33^ that are driven by different combinations of driver mutations to attempt to identify genotype-dependent contributions to the tumour immune microenvironment and to responses to different immune modulatory therapies. Obtaining this type of detailed understanding of the fundamental rules that govern immunological responses in ccRCC tumours, combined with the availability of defined mouse tumour models that allow the experimental manipulation of the underlying mechanisms, will allow a more rational approach to designing the next generation of immune modulatory therapies that are better tailored to the features of ccRCC in general and potentially more specifically to each patient’s tumour.

## Materials and methods

### Mouse tumour studies

Renal epithelial cell-specific deletion of *Vhl*, *Trp53* and *Rb1* was induced in a mouse strain that was established by our laboratory^19^. These mice were generated by intercrossing *Ksp1.3-CreER*^*T2*^ (B6.Cg background)^51^, *Vhl*^*fl/fl*^ (C;129S background)^52^, *Trp53*^*fl/fl*^ (FVB;129P2 background)^53^ and *Rb1*^*fl/fl*^ (FVB;129P2 background)^54^ mice. Male and female *Ksp1.3-CreER*^*T2*^*; Vhl*^*fl/fl*^*; Trp53*^*fl/fl*^*; Rb1*^*fl/fl*^ mice were fed tamoxifen-containing food (400 mg/kg tamoxifen citrate) for two weeks beginning at 6 weeks of age as previously described^19^. Ultrasound imaging (sonography) every 3–4 weeks starting 5 months post-feeding was conducted as described^55^ to detect tumour onset in each animal. At that timepoint, mice were imaged on a weekly basis using magnetic resonance imaging (MRI) to calculate accurate tumour volumes as described^55^. Therapy was initiated once the largest tumour in an animal reached a volume of between 5 and 20 mm^3^. Smaller tumours that were present in the animal were also followed by MRI throughout the duration of the therapy. Mice were sacrificed once the largest tumour reached a volume of 200—1000 mm^3^ or after a maximum of 14 weeks of therapy. When material permitted, tumour samples were digested for flow cytometry analyses and were fixed for histological analyses. Tumour-bearing mice were randomized and injected intraperitoneally three times a week with 10 mg/kg with α-PD-1 (clone: RMP1-14, Bio X Cell (BE0146)) plus α-CTLA-4 (clone: 9H10, Bio X Cell (BE0131)), or with rat IgG2a isotype control (clone: 2A3, Bio X Cell (BE0089)) plus polyclonal Syrian hamster IgG (Bio X Cell (BE0087)). For combination therapies with α-PD-1 plus α-CTLA-4 mice were also treated with either PT-2385 (MedChemExpress (HY-12867), 20 mg/kg oral gavage, 1x/day, 5x/week), Acriflavine (Sigma (A8126, 2 mg/kg intraperitoneal injection, 2x/day, 5x/week), α-GR-1 (Bio X Cell (BE0075), 10 mg/kg intraperitoneal injection, 3x/week), Cabozantinib (Selleckchem (S1119), 30 mg/kg oral gavage, 1x/day, 5x/week) or Cisplatin (Selleckchem (HY-17394), 2.5 mg/kg intraperitoneal, 1x/week). All experimental protocols were approved under the license G17/112 of the Regierungspräsidium Freiburg and all methods were carried out in accordance to these regulations. Animal experiments are reported according to the ARRIVE guidelines.

### ccRCC cell culture

VpR ccRCC cell lines generated in this study were made as previously described^55^.

### Splenocyte freezing and T cell culture

The spleen was removed and placed on a 100 μm filter in a 10 cm-Petri dish with MACS buffer. The spleen was squashed with a syringe stamp through the filter, followed by a second 100 μm filter step into a 50 mL Falcon tube. Splenocytes were centrifuged at 1,200 rpm for 10 min and the pellet re-suspended in MACS buffer and added to a 96-well plate for flow cytometry analyses. For freezing of the splenocytes, they were centrifuged (1200 rpm for 8 min) and frozen in 90% FCS with 10% DMSO. For thawing, the splenocytes were slowly thawed under warm constant water flow and put into a 10 cm-Petri dish with RPMI medium + murine IL-2 (50 IU/mL, 12340024, Immuno Tools). On the following day, the splenocytes were either stained and/or subjected to T cell activation. Splenocytes cells were stained with Cell Trace Violet Proliferation Dye. Cells were centrifuged at 1200 rpm for 8 min in a 50 mL Falcon tube and the pellet was re-suspended in 1 × PBS (1 × 10^6^ cells/mL) containing 5 mM Cell Trace Violet, incubated at 37 °C in the dark for 20 min. Afterwards, the 50 mL Falcon tube was filled with RPMI + 10% FCS to inactivate the staining dye and left at room temperature protected from light for 5 min. For T cell activation, 25 mL of anti-CD3/anti-CD28 Dynabeads per 1 × 10^6^ cells were placed in a 2 mL Eppendorf tube and washed by addition of 1 mL of PBS and vortexing. Dynabeads were then collected on one side of the tube by placing it in a magnetic stand, allowing the removal of the wash solution. Further, the anti-CD3/anti-CD28 Dynabeads were re-suspended in the same volume of proliferation medium (RPMI + 10% FCS) as the initial volume of magnetic beads taken (25 mL of anti-CD3/anti-CD28 Dynabeads per 1 × 10^6^ cells). The splenocytes were then re-suspended in the proliferation medium with the magnetic beads and murine IL-2 (50 IU/mL) was added to the tube. Cells were then added in the co-culture studies to mouse VpR ccRCC cells and assayed after 3 days by flow cytometry.

### Tissue and cell preparations for flow cytometry

Tumour biopsies or biopsies of tumour-free kidney were cut into small pieces in 5 mL HBSS, pipetted up and down vigorously, transferred to a 50 mL tissue culture flask with washing with 40 mL HBSS. 5 mL 10 × Triple Enzyme Mix (100 mg Hyaluronidase from bovine testes, Sigma-Aldrich, H3506; 1 g Collagenase from Clostridium histolyticum, Sigma Aldrich, C5138; Deoxyribonuclease I from bovine pancreas, Sigma-Aldrich, D5025; in 100 mL HBSS) were added to the 45 mL of tumour suspension and this was shaken at 80 rpm at room temperature for 1 h. In order to better dissociate the tumour cells the suspension was pipetted up and down every 10–15 min. After 1 h incubation the cell suspension was centrifuged at 50 g at RT for 10 min to remove debris, the supernatant collected and the pellet discarded. The supernatant was centrifuged at 200 g for 5 min and the pellet was washed with 10 mL wash buffer (1 g BSA and 2 mL 0.5 M EDTA with 800 mL HBSS) at 200 g for 5 min. To remove red blood cells, the solution was incubated with 1 mL of ACK lysing buffer for 1 min, filled up with 10 mL HBSS and centrifuged again at 200 g for 5 min. Spleens were dissected and put on a 100 μm filter in a Petri dish with MACS buffer. Spleens were then pushed through the the filter with the help of a syringe stamp and the filtrate in the Petri dish was taken and filtered again through a 100 μm filter into a 50 ml Falcon tube. This was centrifuged at 1,200 rpm for 10 min and afterwards the pellet was re-suspended. Dissected tibias and femurs were separated at the knee joint and the bones were cleaned from the remaining flesh with a scalpel. The two tibiae and two femurs were put in a Petri dish filled with 1× PBS. If additional bone marrow was needed, the same procedure was performed with the forelegs. To flush the bone marrow cavity, one bone was taken and cut on both sides in order to access the area of the red bone marrow. 1× PBS was sucked into a syringe with a needle and it was pushed slowly into the bone marrow cavity. This was flushed gently with PBS until the cavity turned whitish. After collecting the bone marrow cells in the Petri dish, they were filtered through a 100 μm filter into a 50 mL Falcon tube. The remaining parts on the filter were pushed through using a syringe stamp. The Falcon tube was centrifuged at 1,200 rpm for 8 min and the supernatant was removed. The pellet was re-suspended in fresh 1× PBS or MACS buffer. Peripheral blood was centrifuged in a 1.5 mL Eppendorf tube and the supernatant was mixed with 500 μL-1 mL ACK lysing buffer, depending on the amount of blood, and incubated for 1 min. Afterwards, this was centrifuged again and the colour of the pellet was checked. If the pellet was white with a little bit of red colour the blood samples were resuspended for flow cytometry. If the pellet was still red, a red blood digestion with ACK lysing buffer was repeated again.

### Flow cytometry

Samples from the different tissues were divided into three different wells, two for the three different staining panels (Panels 1 and 2, see below) and one for the unstained control. Where necessary, tissue samples were also prepared for Fluorescence Minus One (FMO) controls in separate wells. As a first step the 96-well plate was centrifuged at 1600 rpm for 5 min at 4 °C and the wells were re-suspended in 50 μL LIVE/DEAD^™^ Fixable Aqua Dead Cell Stain (pre-diluted 1:500 in 1 × PBS) in order to stain dead cells by incubation for 20 min at 4 °C and in the dark. Afterwards, 120 μL MACS buffer was added to each well to wash away the stain and the 96-well plate was centrifuged at 1600 rpm for 5 min at 4 °C. Subsequently, the pellets in the wells were re-suspended in 25 μL Fc Block (pre-diluted 1:25 in MACS buffer) and incubated for 10 min at 4 °C, in the dark. After 10 min, 25 μL antibody mix was added additionally to the Fc Block solution and the cells incubated for 30 min at 4 °C and in the dark. The cells were twice washed with MACS buffer and the intracellular staining proceeded in specific wells. Following the extracellular staining, intracellular staining was conducted by re-suspending the pellets in 200 μL of FoxP3 Fixation/Permeabilization Buffer and incubating the cells in this solution for 30–60 min at 4 °C. Afterwards, the cells were spun down and washed twice in 200 μL 1× Permeabilization Buffer. Further, the cell pellets were re-suspended in 100 μL 1× Permeabilization Buffer and 1 μL of FoxP3 antibody added to each well. The cells were incubated in this antibody solution for at least 30 min at room temperature. Finally the cells were spun down again and washed two times with 200 μL 1 × Permeabilization Buffer. After these two final washing steps, the pellets were re-suspended in MACS buffer and the cells measured using a flow cytometer.

#### Panel 1

Mouse α-CD45.2-APCeFluor780 (104, eBiosciences, 1:100 dilution), rat α-CD3-Pacific Blue (17A2, BioLegend, 1:200 dilution), mouse-α-CD4-PerCP-Cy5.5 (OKT4, BioLegend, 1:400 dilution), rat α-CD8a-FITC (53-6.7, BD Biosciences, 1:200 dilution), rat α-FoxP3-PE (FJK-16 s, eBioscience, 1:200), rat α-PD-1-PE-Cy7 (RMP1-30, eBioscience, 1:400 dilution), rat α-B220-AlexaFluor647 (RA3-6B2, BioLegend, 1:800 dilution) rat α-CD68-BV605 (FA-11, BioLegend, 1:400 dilution).

#### Panel 2

Mouse α-CD45.2-APCeFluor780 (104, eBiosciences, 1:100 dilution), rat α-F4/80-AlexaFluor488 (BM8, BioLegend, 1:200 dilution), rat α-CD11b-Pacific Blue (M1/70, BioLegend, 1:400 dilution), rat α-Ly-6G-PE-Cy7 (1A8, BioLegend, 1:800 dilution), rat α-Ly-6C-PerCP-Cy5.5 (AL- 21 (RUO), BD Biosciences, 1:200 dilution), rat α-CD115-PE (AFS98, BioLegend, 1:800 dilution), rat α-PD-L1-APC (10F.9G2, BioLegend, 1:200 dilution) rat α-CD68-BV605 (FA-11, BioLegend, 1:400 dilution).

#### Panel 3

Mouse α-CD45.2-APCeFluor780 (104, eBiosciences, 1:100 dilution), mouse-α-CD4-PerCP-Cy5.5 (OKT4, BioLegend, 1:400 dilution), rat α-CD8a-APC (53-6.7, BioLegend, 1:200 dilution), rat α-Granzyme B-PE-Cy7 (NGZB, eBioscience, 1:100 dilution), rat α-IFN-γ-AlexaFluor488 (XMG1.2, BioLegend, 1:100 dilution).

#### Panel 4

α-CD45.2-APCeFluor780 (104, eBiosciences, 1:100 dilution), mouse-α-CD4-PerCP-Cy5.5 (OKT4, BioLegend, 1:400 dilution), rat α-CD8a-FITC (53-6.7, BD Biosciences, 1:200 dilution), rat α-PD-1-PE-Cy7.

### Immunohistochemistry

Immunohistochemical stainings were conducted using antibodies and protocols described in^20^.

### Single cell RNA-sequencing

To prepare samples for single cell RNA-Seq (scRNA-seq) the tumour was dissected and digested, stained with LIVE/DEAD^™^ Fixable Aqua Dead Cell Stain and with mouse α-CD45.2-APCeFluor780 (104, eBiosciences, 1:100 dilution) as described above. Cell sorting was performed using a BD Aria Fusion with a nozzle size of 70 μm. The sorting was performed for living CD45^+^ and CD45^-^ cells. After sorting, the cells were washed twice by centrifugation at 300 rcf for 5 min. The pellet was re-suspended in 1 ml 1 × PBS with 0.04% BSA by using a wide-bore pipette tip and gently pipetting up and down. The cells were transferred into a 1.5 mL Eppendorf to avoid any further loss and were centrifuged at 300 rcf for 5 min again. The supernatant was removed, the pellet re-suspended again and the tube with the cells centrifuged down. In the final step of this protocol, the pellet was re-suspended in 1 mL 1 × PBS with 0.04% BSA and the cells were manually counted in a Neubauer chamber then mixed in the ratio of 3 CD45^+^ cells to 1 CD45^-^ cell to generate a suspension of 1000–1100 cells/μL. Depending on the targeted cell recovery a specific volume of the cell stock concentration was mixed with a specific volume of nuclease-free water. In the case of 10,000 cells 15–16.5 μl of cell stock were mixed with 28.2 – 26.7 μl of nuclease-free water, respectively. The protocol of the Chromium Next GEM Single Cell 3ʹ Reagent Kits v3.1 protocol (10× Genomics) was followed to generate single cell libraries and the samples sent for sequencing.

### Bioinformatic analyses of single cell RNA-sequencing

Processing of barcodes, alignment to the reference genome, and single cell gene counting was performed using the Cell Ranger software (version 4.0.0) from 10× Genomics (10× Genomics, Pleasanton, CA, USA). Downstream analyses were performed using Seurat (v4)^56^ within the R framework. Only cells with a least 200 features and a mitochondrial content below 25% were considered. This initial high mitochondrial content cutoff was chosen due to the fact that proximal tubule epithelial cells have a naturally high mitochondrial content. Differential gene expression analyses were used in a second step to identify clusters of leukocytes with relatively high mitochondrial content (low quality cells) that were then excluded from further analyses. Features expressed in less than three cells were excluded from the analysis. The data were log-normalized with a scale factor of 10,000 taking the mitochondrial content into account as regression parameter during normalization and scaling with the sctransform^57^ workflow. Dimensionality reduction was done using principal component analysis (PCA) with 50 considered dimensions, followed by a batch correction with the harmony algorithm^58^ taking the sample origin into account. The neighborhood graph was assessed using the first 50 batch corrected principal components. Unsupervised clustering was performed using the Louvain algorithm. Differentially expressed features for each cluster were calculated as implemented by the MAST algorithm^59^. Clusters were labeled according to specific markers identified in the DE analysis. Heatmaps are plotted with scaled normalized expression values per feature (row). The heatmpas were created with R (v4.3.2) and the package pheatmap (v1.0.12). This analysis, as well as the complete dataset, are available online in a web browser-based, publicly accessible searchable database and visualisation package called scExplorer (https://nephgen-intern.imbi.uni-freiburg.de). scExplorer allows querying of the expression of single genes or of lists of genes in all clusters or in selected clusters, in pooled or separated samples. Data can be visualised and downloaded in the form of violin plots, number and percentage of cells expressing the gene, cluster average gene expression heatmaps or UMAP-projected gene expression heatmap plots. Raw scRNA-seq data have been uploaded to GEO with the identifier GSE259361. Processed scRNA-seq data from 8 human ccRCC samples were downloaded to scExplorer from the study of Bi et al.^15^.

### Bioinformatic analyses of human ccRCC RNA-seq and proteomics

Analyses of bulk human RNA-seq of the TGCA KIRC dataset and of proteomics of ccRCC samples from the Clinical Proteomic Tumor Analysis Consortium (CPTAC) were conducted using the Ualcan platform^60^. Data used in this publication were generated by the National Cancer Institute Clinical Proteomic Tumor Analysis Consortium (CPTAC).

## Supplementary Information

Supplementary Information.

## Data Availability

Raw scRNA- seq data have been uploaded to GEO with the identifier GSE259361.

How the deposited data were processed for this re-analysis (not part of the article)

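Single-cell RNA was measured in 4 libraries: 1 of normal renal cortex from a Cre-negative mouse (550) and 3 of VpR ccRCC tumours, 1 from mouse 538 and the pair 102R and 102L from mouse 102. The values are raw UMI counts per gene and cell, which the authors made from the reads with Cell Ranger 4.0.0 on the mm10 genome and deposited for barcodes called as cells, with no normalization. Leukocytes and other cells had been sorted by CD45 and mixed, so shares are within immune cells. The libraries hold 31005798, 23747214, 33560151 and 46004951 UMIs in 550, 538, 102R and 102L. The smallest barcode has 500 UMIs in every library. Intervals of shares and ratios are exact (Clopper-Pearson) at 95% and cover counting error only.

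Cells with at least 200 genes and under 25% mitochondrial counts and genes found in at least 3 cells were kept, as the authors describe. Counts were scaled to 10000 per cell, logged and reduced from 3000 variable genes to 50 principal components, which were corrected over libraries with the harmony algorithm, written out in numpy rather than taken from its authors' package. A graph of 20 neighbours was clustered by the Louvain algorithm at a resolution of 0.8 and seed 1, where the paper's text names no resolution. The sctransform normalization with mitochondrial content as a covariate was not repeated, and free RNA was not removed. Python 3.11.15 was used with scanpy 1.11.5, igraph 0.11.9, scikit-learn 1.9.0, numpy 2.4.6 and scipy 1.17.1. A cluster was given a class when at least 3 of its marker genes were detected in at least 10% of its cells with a log2 fold of at least 0.5 over the other cells. Clusters with at least 3 mitochondrial genes among the 10 of largest fold, clusters with no class and erythroid cells were left out of the immune classes. The marker genes were fixed before the data were examined, and the naming thresholds were set after the clusters had been seen. Scrublet's own threshold marked 49 of 20787 cells as doublets, 44 of them in 550 and 2, 2 and 1 in 538, 102R and 102L, and these were kept, so leaving them out tests doublets in 550 alone.

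Counts were summed per library and class where a library had at least 10 cells of it, and levels (CPM) are counts scaled to the class sum of the library. Tumours were compared with the normal kidney in 6 classes with edgeR 4.0.16 (quasi-likelihood test, TMM) in R 4.3.3, at an adjusted p under 0.05, and with DESeq2 1.42.0 as an alternative. With 1 normal library, its spread was taken from the tumours. The recovery of changed genes was tested on simulated data, with a common dispersion for all genes of a class and independent tumours. Shares and ratios were compared by an exact two-sided permutation of which library is the normal one, whose smallest p is 0.25. The groups follow the sample labels. Each comparison was repeated under the assignment of Fig. 4f–i, with 538 as the normal kidney and 550 among the tumours. Mean levels over tumours, and the count of ligand and class pairs, follow the labels alone. The bulk, flow cytometry, protein and human data of the paper are not analysed here.

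Genes are named by a rule set before the data were examined, though after the paper's figures had been seen. It takes every gene the paper names for these libraries, the members of fixed lists as counts with those of smallest adjusted p or, with none past the threshold, of highest level, and the 10 higher and 10 lower called genes of largest change per comparison, at a mean of at least 20 CPM and with 1 direction in every tumour. Some genes under this rule are not reported here. The lists were proximal tubule markers, proximal tubule transport and metabolism, HIF targets, cell cycle and E2F targets, p53 targets, the deleted genes, CD8 and CD4 activation, exhaustion, other exhaustion markers, PMN-MDSC genes, mono-macrophage and TAM2 genes, MHC class II, checkpoint ligands, tumour-associated macrophage genes, interferon response, myeloid-recruiting factors, free RNA of neutrophils and tubule, dissociation stress and haemoglobin. Alternatives set before the data were examined were the assignment of Fig. 4f–i, resolutions of 0.4 and 1.6, no harmony, mitochondrial counts under 10%, doublets left out, clusters of high mitochondrial content kept (which changed no class), DESeq2 and its size factors, no filter on low counts, 102R and 102L combined, T cells thinned to 1500 UMIs and each tumour library left out in turn. Chosen after the data had been seen were other seeds of the clustering, the 5% of cells of highest doublet score left out, unnamed clusters kept in the denominator, the cluster of high mitochondrial content kept by its markers alone, mean log values per cell, mono-macrophages thinned to the depth of those of 538, CD8 T cells counted by UMI, epithelial cells with at least 2 markers, and the assignment of Fig. 4f–i together with another choice.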

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

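The seeds of the clustering, the doublet scores, the unnamed clusters kept, the cluster of high mitochondrial content kept by its markers alone, the counts of CD8 T cells by UMI and every combination of the assignment of Fig. 4f–i with another choice were chosen only after the result was seen. No paired analysis was possible because there is 1 normal library. Epithelial cells under mitochondrial counts of under 10% gave no test, since 550 and 538 held under 10 cells. Keeping clusters of high mitochondrial content, set before, left all 14 results as they were, since the cluster met no naming rule, so it is no test; kept by its markers alone, as CD4 T cells, it left 7 as they were, and these are not counted. Of 291 results under an alternative, 215 kept their direction and stayed within 1 SD between tumours (shares and ratios) or 1.5 times (counts). Of these 113 were above 0, 26 below 0 and 76 at 0. A further 59 moved and 17 turned direction, and the cause was not tested. For most shares and ratios the SD exceeded the main difference, as with 16.2 against -0.745 points for neutrophils and 28.6 against 27.8 myeloid cells per CD8 T cell. A difference of 0.0327 CD8 T cells per Treg against 1.26 thus counted as kept. The tally is therefore no measure of stability. Without 538 both tumours come from 1 mouse, so those counts of genes cover no spread between animals. The same holds under the assignment of Fig. 4f–i without 550, and for the epithelial cells with 2 markers. Depth limits the mono-macrophages of 538, with a median of 684.5 UMIs, and the epithelial cells of 550, where 5 of 73 carry 2 markers.

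Over the 3 tumours left out in turn, the difference of tumours minus normal kidney ran from -8.61 to 7.57 percentage points for the neutrophil share, -6.87 to 2.46 for CD8 T cells, 6.36 to 16.2 for mono-macrophages, 4.99 to 11.7 for macrophages and dendritic cells, 0.173 to 2.47 for patrolling monocytes and 1.05 to 12.9 for cycling T cells. The difference in CD8 T cells per Treg ran from 0.0327 to 2.00 and that in myeloid cells per CD8 T cell from 15.7 to 43.6. The latter was 11.4 with mitochondrial counts under 10%, 11.4 with doublets left out and 12.6 at a resolution of 1.6. Seeds 2, 3 and 4 of the clustering alone brought it to 12.6, 12.8 and 12.5 from 27.8. The genes called ran from 6 to 839 in epithelial cells, 0 to 2107 in mono-macrophages, 0 to 1889 in macrophages and dendritic cells, 0 to 1078 in neutrophils, 0 to 337 in CD8 T cells and 0 to 1211 in CD4 T cells, with the highest without 538 in each. Under the assignment of Fig. 4f–i the differences were 22.4 points for neutrophils, 3.66 for patrolling monocytes and -16.1 for CD8 T cells, -3.68 for CD8 T cells per Treg, and 101 genes were called in CD8 T cells and 1 in CD4 T cells. With 102R and 102L also combined, neutrophils gave 20.7, CD8 T cells -15.0 and the ratio to Treg -3.74, and 13 genes were called in epithelial and 202 in CD8 T cells. Under that assignment without 550, neutrophils gave 24.9, patrolling monocytes 4.48, CD8 T cells -18.4 and the ratio -3.67, and 438, 597, 2846, 688, 814 and 1634 genes were called in epithelial cells, mono-macrophages, macrophages and dendritic cells, neutrophils, CD8 and CD4 T cells. In the same way without 102R and without 102L, neutrophils gave 17.5 and 24.9, CD8 T cells -14.9 and -15.1, the ratio -3.82 and -3.55, and the genes called were 11 and 20 in epithelial, 73 and 126 in CD8 T and 134 and 91 in CD4 T cells. In epithelial cells with 2 markers, where 550 with 5 such cells is left out, 113 genes were called for 102R and 102L against 538.

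Without harmony the difference was 0.0338 points for neutrophils, -6.06 for patrolling monocytes and 5.03 for CD8 T cells per Treg, and 3, 1 and 3 genes were called in mono-macrophages, CD8 and CD4 T cells. The cycling share gave -0.0258 points when counted by Mki67 or Top2a in thinned T cells. With 102R and 102L combined the CD8 T share gave 2.37 points, and 34 genes were called in epithelial cells and 19 in neutrophils. DESeq2 called 30, 6, 3, 1, 1 and 3 genes in the 6 classes in the order above, and its size factors gave 6 in neutrophils. With no filter on low counts 8, 372, 297, 17 and 14 genes were called in epithelial cells, mono-macrophages, neutrophils, CD8 and CD4 T cells. A resolution of 1.6 gave 1, 2, 2 and 1 in epithelial cells, mono-macrophages, neutrophils and CD4 T cells, seed 2 gave 2 in mono-macrophages, and seed 4 gave 3 in epithelial and 1 in CD4 T cells.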

Differences from the paper's values

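The cells fell into 28 clusters against the paper's 18, at a resolution the paper's text does not name. Of the alternatives set before the data were examined, a resolution of 0.4, with 23 clusters, came within 1.5 times of the paper's number, and a resolution of 1.6 (40) and no harmony (32) did not. There were 1.95 CD8 T cells per Treg in the library labelled normal kidney, against the paper's value of about 10 in Fig. 4c, read by eye. No alternative set before the data were examined reached it: the values were 5.65 under the assignment of Fig. 4f–i, 3.82 with mitochondrial counts under 10%, 2.96 without doublets, 1.93 and 2.88 at resolutions of 0.4 and 1.6, and 1.98 without harmony. With the assignment of Fig. 4f–i and another choice together, chosen after the data had been seen, it was 8.11 with mitochondrial counts under 10%, 7.66 without doublets and 7.48 at a resolution of 1.6, within 1.5 times of about 10 in Fig. 4c (read by eye), and 5.65 at a resolution of 0.4 and 17.1 without harmony, outside it. The pooled tumours held 4.27 CD8 T cells per Treg, against the paper's value of about 2 in Fig. 4c, read by eye. The assignment of Fig. 4f–i (1.93) and leaving out tumour 538 (1.88) came within the paper's value, while mitochondrial counts under 10% (7.49), doublets left out (6.33), resolutions of 0.4 (4.29) and 1.6 (6.20), no harmony (8.03) and leaving out 102R (4.53) or 102L (5.13) did not. In the tumours the same 5 combined choices gave 4.39, 3.30, 3.19, 1.93 and 1.93. Of these 4.39, 3.30 and 3.19 lie over 1.5 times the paper's value of about 2, and the others within it. The gaps of 3.30 and 3.19 are within the SD of 2.14 between tumours by the labels. They exceed the SD of 0.267 under the assignment of Fig. 4f–i at the main settings. The library labelled normal kidney held 4.74 myeloid cells per CD8 T cell, against the paper's value of 1.1. The assignment of Fig. 4f–i gave 0.988 and came within it, and 3.24 with mitochondrial counts under 10%, 3.24 without doublets, 4.82 and 3.53 at resolutions of 0.4 and 1.6 and 5.10 without harmony did not. Combined with the assignment of Fig. 4f–i these choices gave 0.759, 0.651, 0.992, 0.759 and 1.02. All lie within 1.5 times of 1.1 except 0.651, without doublets, which lies outside it. For the pooled tumours 8.29 stands beside the paper's value of 15, a gap within the SD of 28.6 between tumours; without 538 the value was 46.2, outside it. The immune cells of the normal kidney, about 3700 in Fig. 4b (read by eye), numbered 4187 by the labels and 3742 with 538 as the normal kidney, and those of the tumours, about 13000 there, 12334 and 12779. All lie within 1.5 times of the paper's numbers, so this tolerance does not separate the assignments. Both numbers are nearer the paper's under the assignment of Fig. 4f–i.

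The paper states that PMN-MDSC-like neutrophils, macrophages and dendritic cells, mono-macrophages and patrolling monocytes are enriched in tumours over the normal kidney. By the labels the mean of the tumours minus the normal kidney was -0.745 percentage points for neutrophils, 10.5 for mono-macrophages, 7.71 for macrophages and dendritic cells and 0.975 for patrolling monocytes, so that neutrophils alone had the other direction, and under the assignment of Fig. 4f–i all 4 were above 0, neutrophils at 22.4. The paper states higher Itgam, Ly6c2, Fn1, F13a1 and Gas7 in mono-macrophages of tumours, where its tests in Fig. 4f–i took cells as replicates and the tests here took libraries. By the labels the log2 fold change was -0.15 for Itgam, -0.15 for Ly6c2 and -0.69 for Gas7, against the stated direction, and 0.07 for Fn1 and 0.41 for F13a1, with it. Under the assignment of Fig. 4f–i it was 0.11 for Itgam and 0.70 for Ly6c2, with the stated direction, and -0.58 for Fn1, -0.48 for F13a1 and -0.59 for Gas7, against it. Without 538, F13a1 passed as higher, with 0.27 (standard error 0.07, adjusted p = 0.0284 from edgeR), and Gas7 as lower, with -0.94 (standard error 0.13, adjusted p = 0.00068 from edgeR); there 10 of 12 genes of dissociation stress and 4 of 4 haemoglobin genes were lower, among 2107 called genes. Taken per cell as mean log values, chosen after the data had been seen and not tested, tumours minus normal kidney for Itgam, Ly6c2, Fn1, F13a1 and Gas7 was 0.68, 0.96, 0.80, 0.91 and 0.21 under the assignment of Fig. 4f–i, all with the stated direction, -0.09, 0.14, 0.01, 0.17 and -0.17 by the labels, against it for Itgam and Gas7, and 0.16, 0.52, 0.31, 0.54 and -0.11 without 538, against it for Gas7. With the cells of the other libraries thinned to the UMI counts of 538, also chosen after, it was 0.161, 0.451, 0.308, 0.374 and -0.0162 under the assignment of Fig. 4f–i, against it for Gas7, and -0.00280, 0.207, 0.124, 0.209 and -0.00260 by the labels, against it for Itgam and Gas7. The paper states that ligands of LAG-3, TIM-3 and TIGIT are expressed more strongly than those of PD-1 and CTLA-4. It draws there also on bulk RNA, human single-cell and human protein data, which are not analysed here. Only levels of the genes of Fig. 5a in the mouse libraries are set beside it. Over the myeloid classes, plasmacytoid dendritic cells and epithelial cells, the highest tumour mean was 1474 CPM for Lgals3 of LAG-3 in mono-macrophages and, of TIM-3, 762 for Hmgb1 in epithelial cells and 251 for Ceacam1 in patrolling monocytes, above those of Cd274 at 104 ± 78.8 (SD, n = 3 tumours) in patrolling monocytes and Cd86 at 94.1 ± 46.5 in macrophages and dendritic cells, ligands of PD-1 and CTLA-4. Lgals9 of TIM-3, at 78.8 ± 4.01 in mono-macrophages, lay within 1 SD of both. Of the ligands of TIGIT, Pvr at 33.5 ± 15.9 and Nectin2 at 5.89 ± 1.25 in epithelial cells lay under Cd86 by more than 1 SD, and Pvr lay within 1 SD of Cd274.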

Other observations

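The test of an exchange of 538 with 550 was chosen only after the result was seen, and so were the test of the cells that join the CD8 T cells under another seed, the tests of mono-macrophages with every cell kept at the depth of 538, the mean log values per cell, the intervals of the CD8 T cell ratio and the reading of a count of 0 in every library as undecided. In neutrophils the interferon response genes of highest level were Isg15, which encodes a ubiquitin-like modifier, at 424 CPM in 550, 68.1 in 538, 939 in 102R and 867 in 102L, and the antiviral gene Rsad2, at 199 CPM in 550, 20.0 in 538, 451 in 102R and 468 in 102L. None of 11 interferon response genes passed by the labels in edgeR over all genes (0 when adjusted over the list alone, median log2 fold change 0.73) or under the assignment of Fig. 4f–i (3 over the list alone, median 2.76). Without 538, 11 of 11 were higher in the neutrophils of mouse 102 (11 when adjusted over the list alone), Ifit2 with 2.78 (standard error 0.22, adjusted p = 1.63e-07 from edgeR), while 8 of 12 dissociation stress genes and 4 of 4 haemoglobin genes were lower. Of 5 measured myeloid-recruiting factors none passed in neutrophils by the labels over all genes in edgeR with TMM. With the size factors of DESeq2 edgeR did call the chemokine gene Cxcl1 there, with a log2 fold change of -3.00 (standard error 0.37). Without 538 the chemokine gene Cxcl2 had -3.41 (standard error 0.11). In mono-macrophages the MHC class II gene H2-Aa was at 1827 CPM in 550, 2242 in 538, 2732 in 102R and 2847 in 102L; none of 8 MHC class II genes passed by the labels (4 when adjusted over the list alone) or with 538 as the normal kidney (0), and without 538 6 were higher, while 10 of 12 dissociation stress genes and 4 of 4 haemoglobin genes were lower. For the counts of 0 the numbers at an unadjusted p under 0.05 were 842 in neutrophils and 1673 in mono-macrophages, DESeq2 called 1 and 6, and edgeR with DESeq2 size factors 6 and 0; with 538 as the normal kidney the unadjusted numbers were 1324 and 795.

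With 538 as the normal kidney, the called genes of CD8 T cells included Itgae, which encodes the integrin CD103 of tissue-resident T cells, with 4.25 (standard error 0.42, adjusted p = 7.81e-06 from edgeR), and Cdh1, which encodes its ligand E-cadherin, with 4.98 (standard error 0.46, adjusted p = 5.64e-06 from edgeR); 4 of 4 haemoglobin genes and 1 of 12 dissociation stress genes were lower there. Itgae was at 155 CPM in 550, 11.2 in 538, 253 in 102R and 254 in 102L. The called gene of CD4 T cells was Pmepa1, with 3.11 (standard error 0.29, adjusted p = 0.0249 from edgeR), named after its values were seen. In mono-macrophages DESeq2 called Hes1 (-2.17 log2), Il1b (-1.33), Cebpb (-1.19), Ccl12 (-2.58) and Pmaip1 (-1.48) lower and Cd209a (2.06) higher in tumours by the labels. The mast cell genes Cpa3 and Tpsb2 were both at 699.7 CPM in the epithelial clusters of 550, where 64 of 73 cells carry no epithelial marker, and had no count in those of 102R and 102L. Endothelial cells numbered 9 in 550, 297 in 538, 51 in 102R and 96 in 102L. For each list below, the comparison without 538 also had genes of dissociation stress and haemoglobin lower, as given above for its class. A change of a list there can therefore not be read as a change of the tumour alone. By the labels no gene of the other lists passed over all genes in edgeR, with 1390 genes at an unadjusted p under 0.05 in epithelial, 39 in CD8 T and 230 in CD4 T cells, and calls by DESeq2 of 30, 1 and 3, and of 0 in each with its size factors. In epithelial cells the cell cycle and E2F targets, 21 measured, gave 0 when adjusted over the list alone, 0 so under the assignment of Fig. 4f–i, and 0 higher and 2 lower of 22 without 538. The p53 targets, 14 measured, gave 0 when adjusted over the list alone, 0 so under the assignment of Fig. 4f–i, and 1 higher and 0 lower of 14 without 538. The deleted genes Vhl, Trp53 and Rb1, 3 measured, gave 0 when adjusted over the list alone, 0 so under the assignment of Fig. 4f–i, and 0 higher and 1 lower of 3 without 538. In mono-macrophages the tumour-associated macrophage genes, 11 measured, gave 0 when adjusted over the list alone, 0 so under the assignment of Fig. 4f–i, and 3 higher and 1 lower of 11 without 538. The checkpoint ligands, 13 measured, gave 1 when adjusted over the list alone, 0 so under the assignment of Fig. 4f–i, and 0 higher and 4 lower of 14 without 538. In CD8 T cells the other exhaustion markers, 4 measured, gave 1 when adjusted over the list alone, 3 so under the assignment of Fig. 4f–i, and 0 higher and 1 lower of 3 without 538. In CD4 T cells the genes of free RNA of neutrophils and tubule, 4 measured, gave 0 when adjusted over the list alone, 2 so under the assignment of Fig. 4f–i, and 2 higher and 0 lower of 4 without 538.

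Library 538, labelled a tumour, stood apart in immune composition, with neutrophils at 2.57% and CD8 T cells at 20.1% of immune cells; had 538 and 550 been exchanged, HIF targets in the epithelial cells of 538 should be under 0.5 of those in both tumours of mouse 102: the largest ratio was 0.342, which an exchange allows, but its partner 550 has 5 cells with 2 epithelial markers and a HIF target sum of 7829 CPM, too few to place it. That 538 also stands apart in mono-macrophage expression failed the criterion set before the result was seen, with 0 genes called by edgeR for 538 alone and no fewer for the others, but 0 for every library alone is the floor of that measure, so it is read as undecided, with 795 at an unadjusted p under 0.05 for 538 and 1673 for 550, and the mono-macrophages of 538 are the shallowest; DESeq2 was run for 550 alone, with 6 calls. On the side of the labels, the paper's text gives the normal kidney the 5151 cells and median of 1713 genes of 550; on the side of the exchange, among the alternatives set before, the paper's myeloid cells per CD8 T cell of the normal kidney are met only with 538 as normal (0.988), its CD8 T cells per Treg of tumours only so (1.93) or without 538 (1.88), and Fig. 4b draws the normal kidney with neutrophil and CD8 T cell shares nearer those of 538 than those of 550 (19.9% and 8.53%). The directions stated for 5 mono-macrophage genes do not decide: by summed counts Itgam and Ly6c2 follow them only under the exchange, Fn1 and F13a1 only by the labels (log2 0.07, standard error 0.28, and 0.41, standard error 0.22) and Gas7 under neither, while per cell all 5 follow under the exchange and Ly6c2, Fn1 and F13a1 also by the labels, with the cells of 538 the shallowest; at the depth of 538 in every library Gas7 follows under neither and the others are as before. In the 17 cells of 538 with at least 2 epithelial markers Slc34a1 was at 2251 CPM, against 25.5 in 102R and 22.4 in 102L. Gpx3 was at 5568 CPM against 1098 and 1036 there, while the HIF target Ndrg1, at 2317 against 1882 and 2362, did not set 538 apart. An exchange of labels, normal tubule next to the tumour in 538 and a difference between animals, the last 2 untested, cannot be told apart with 1 library of 538 and few epithelial cells of 550.

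Fn1 and F13a1 were highest in 538 by summed counts in mono-macrophages, where Fig. 4h and 4i draw 538 lowest. If low depth of the cells of 538 lowers values taken per cell, 538 should be lowest before thinning and not after it; thinning to 1500 UMIs, with 78.6% of cells of 538 with a UMI of Fn1 after it, met this but left out 210 of its 252 cells against 3 of 798 in 102R and 3 of 1277 in 102L, so it decides nothing. With every cell kept and the other libraries thinned to the UMI counts of 538, a UMI of Fn1 was found in 31.0% (25.3 to 37.1) in 538 against 35.6% (30.4 to 41.1), 45.2% (41.7 to 48.8) and 45.4% (42.7 to 48.2) in 550, 102R and 102L, and of F13a1 in 21.0% (16.2 to 26.6) against 27.5% (22.7 to 32.7), 40.4% (36.9 to 43.8) and 41.0% (38.3 to 43.8). Depth as the whole cause of the place of 538 under 102R and 102L is argued against by these intervals, and under 550 it stays open since they overlap. The normalization behind Fig. 4h and 4i was not repeated, and no biological explanation was tested.

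Kap and Apoc3, which led the epithelial clusters, had log2 fold changes of 4.46 and 3.91 in CD4 T cells by the labels and 2.28 and 6.56 with 538 as the normal kidney, where they did not pass, and passed without 538, Kap with 5.14 and Apoc3 with 4.72. Kap was at 0.481, 2.12, 14.6 and 22.1 CPM in the CD4 T cells of 550, 538, 102R and 102L.

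Under other seeds a group of cells named CD4 T joins the CD8 T cells, but 6 of 57 joining cells in 102R (10.5%, 95% interval 3.96 to 21.5) and 11 of 90 in 102L (12.2%, 6.26 to 20.8) had a UMI of Cd8a or Cd8b1 and none of Cd4, against 94.4% and 82.4% of the CD8 T class, at medians of 6153 and 4905 UMIs against 4971.5 and 3465, which argues against CD8 T cells placed among CD4 T cells as the source of the lower ratio to Treg. A UMI of Cd4 was found in 5 and 4 of these joining cells of 102R and 102L, so few carried either marker. Counted per cell by such UMIs, CD8 T cells per Treg were 3.96 (2.51 to 6.48) in 102R and 2.19 (1.57 to 3.09) in 102L against 5.85 (4.86 to 7.08) in 538; both lie under 538, which by the criterion set before the result was seen also argues against it, but the intervals of 102R and 538 overlap, so by this count it stays open for 102R. No biological explanation was tested. Of cells of any class with a UMI of Mki67 or Top2a, 13.9% in 102R and 10.0% in 102L had at least 2 epithelial markers and no Ptprc, against 0.308% in 550 and 0.289% in 538. This is under the share of 0.5 that cycling tumour epithelium would need as the main source of all such cells. These were 439 cells in 102R and 657 in 102L, against 44 and 167 in the cycling T cluster. The share of epithelium within that cluster was not measured, so it stays open.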
